# Integrated agronomic, physiological, microstructure, and whole-transcriptome analyses reveal the role of biomass accumulation and quality formation during Se biofortification in alfalfa

**DOI:** 10.3389/fpls.2023.1198847

**Published:** 2023-07-20

**Authors:** Qingdong Wang, Jinke Hu, Tongbo Lou, Yan Li, Yuhua Shi, Huafeng Hu

**Keywords:** selenium, biofortification, whole-transcriptome RNA-seq, non-coding RNA, miRNA, ceRNA, *Medicago sativa* L

## Abstract

Se-biofortified agricultural products receive considerable interest due to the worldwide severity of selenium (Se) deficiency. Alfalfa (*Medicago sativa* L.), the king of forage, has a large biomass, a high protein content, and a high level of adaptability, making it a good resource for Se biofortification. Analyses of agronomic, quality, physiological, and microstructure results indicated the mechanism of biomass increase and quality development in alfalfa during Se treatment. Se treatment effectively increased Se content, biomass accumulation, and protein levels in alfalfa. The enhancement of antioxidant capacity contributes to the maintenance of low levels of reactive oxygen species (ROS), which, in turn, serves to increase alfalfa’s stress resistance and the stability of its intracellular environment. An increase in the rate of photosynthesis contributes to the accumulation of biomass in alfalfa. To conduct a more comprehensive investigation of the regulatory networks induced by Se treatment, the transcriptome sequencing of non-coding RNA (ncRNA) was employed to compare 100 mg/kg Se treatment and control groups. The analysis identified 1,414, 62, and 5 genes as DE-long non-coding RNAs (DE-lncRNA), DE-microRNAs (DE-miRNA), and DE-circular RNA (DE-circRNA), respectively. The function of miRNA-related regulatory networks during Se biofortification in alfalfa was investigated. Subsequent enrichment analysis revealed significant involvement of transcription factors, DNA replication and repair mechanisms, photosynthesis, carbohydrate metabolism, and protein processing. The antioxidant capacity and protein accumulation of alfalfa were regulated by the modulation of signal transduction, the glyoxalase pathway, proteostasis, and circRNA/lncRNA-related regulatory networks. The findings offer new perspectives on the regulatory mechanisms of Se in plant growth, biomass accumulation, and stress responses, and propose potential strategies for enhancing its utilization in the agricultural sector.

## 1 Introduction

Selenium (Se) is essential for the production of thyroid hormones, defense mechanisms, and antioxidants in animals and humans. Se deficiency should be recognized as a worldwide problem (Genchi et al., 2023). Se levels in the human diet are significantly influenced by the location and cultivation of crops, the fodder fed to animals, and the foods consumed. Because of the negative consequences of inorganic Se, biofortification of crops with natural organic Se by anthropogenic supplementation is a potential technique for increasing human Se intake.

Se is beneficial to the growth of some plants at lower concentrations but detrimental at higher concentrations (Hasanuzzaman et al., 2020). The application of moderate concentrations of selenite and selenate increased both the aboveground and root biomass of wheat (Boldrin et al., 2016). Se fertilization has been observed to enhance the quality of plants. Appropriate concentrations of selenite have been found to enhance both the growth and stress tolerance of plants. The Se content, total polyphenol content, and antioxidant capability of peas were all improved by foliar spraying with Se (Hegedusova et al., 2017). Exogenous Se fertilization increased sunflower photosynthesis while decreasing the negative effects of NaCl stress. Higher-dose Se, on the other hand, wastes resources and pollutes the environment. Furthermore, it frequently causes phytotoxicity and inhibits plant development. Se has been related to harmful effects on crops such as corn (Jiang et al., 2017) and tea (Cao et al., 2018). It is more important to identify the limited range of Se supplementation levels to Se fortification in crop-specific (For example, while and alfalfa).

Alfalfa (*Medicago sativa* L.) is one of the most important forage plants because of its high nutritional quality, yield, and adaptability. Se is readily absorbed by alfalfa, which can also accumulate a certain amount of Se (Hu et al., 2022). Furthermore, Se-fortified alfalfa increased growth and survival rates, as well as promoted Se accumulation and colostrum antibodies in calves. Se-enriched feeds have grown to be a desirable resource for the preparation of useful feeds for animal breeding. To obtain Se supplementation safely and effectively, individuals commonly improve the Se content of meat, eggs, and milk in the human food chain via Se biofortification of alfalfa. Se is beneficial to plants on a physiological level (Kovács et al., 2021). However, the molecular mechanism underlying the impact of Se on the growth of alfalfa has not been thoroughly investigated.

Recent studies have demonstrated that non-coding RNAs (ncRNAs) play significant regulatory functions in various aspects of plant physiology, including growth, development, metabolism, and stress tolerance (Yu et al., 2019).

MicroRNAs (miRNAs) are a family of endogenous small ncRNA molecules that range in length from 20 to 24 nucleotides. These molecules can regulate post-transcriptional gene expression by either inhibiting the translation of target mRNAs or directing the cleavage of target mRNAs. Recent advancements in next-generation high-throughput sequencing technology and analytic approaches have enabled the identification of conserved and novel miRNAs in alfalfa (Tiwari et al., 2021a; Tiwari et al., 2022). A recent study has shown that alfalfa’s reactions to numerous environmental challenges (such as salt (Long et al., 2015) and freezing (Shu et al., 2016) are largely reliant on miRNA-related regulatory networks. The downregulation of the squamosa promoter binding protein-like (*SPL*) gene family, resulting from the overexpression of miR156 in transgenic alfalfa plants, had an impact on both the yield and quality parameters of the fodder (Aung et al., 2015). The regulatory impact of miRNA on the accumulation of nutrient-related metabolites may have an indirect effect on the quality of alfalfa. Long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) have recently been found in plants. LncRNAs are a type of ncRNA that exceed 200 nucleotides in length and possess the capacity to regulate gene expression through miRNA sponges or cis/trans-acting mechanisms (Chekanova, 2021). Endogenous circRNAs are generated via alternative circularization and possess a covalently closed structure (Lai et al., 2018). It has been proposed that lncRNAs, circRNAs, mRNAs, and pseudogenes can act as competing endogenous RNAs (ceRNAs) to competitively bind common miRNA response elements (*MREs*), thereby controlling a wide range of biological and developmental processes (Salmena et al., 2011; Paschoal et al., 2018). These ceRNAs are often referred to be miRNA sponges because they entrap specific miRNAs and decrease their activity. The flavor formation of oolong tea was studied using a complex ceRNA network composed of circRNA, mRNA, and miRNA (Zhu et al., 2020). The molecular pathways governing how ncRNAs select which genes to target during alfalfa growth are unknown; notably, the circRNA–miRNA–mRNA regulatory networks are involved in the development of growth and quality during Se fortification.

To investigate the effects of Se-induced stimulation on alfalfa biofortification, a solution containing 100 mg/kg of selenite was applied via spraying onto the leaves of the alfalfa plant (*M. sativa* L. cv. Kangsai). The effects of Se on alfalfa growth and quality improvement were determined by measuring agronomic factors and nutrients. The physiology and biochemistry of alfalfa revealed Se responses to oxidative stress. The influence of Se on the ultrastructure of alfalfa was confirmed using scanning electron microscopy (SEM). Furthermore, whole-transcriptome RNA sequencing (RNA-seq) of alfalfa was performed to determine the global molecular responses to Se treatment at the levels of both protein-coding RNAs (mRNAs) and non-coding RNAs (lncRNAs, miRNAs, and circRNAs). In addition, the ceRNA networks were established to provide additional insight into the regulatory mechanisms underlying the response of alfalfa to Se treatment. The findings offer information on the functions of ncRNA-mediated regulatory mechanisms in increasing the quality of alfalfa during Se biofortification.

## 2 Materials and methods

### 2.1 Plant materials

#### 2.1.1 Plant material and sample collection

The concentration of Se screened in the previous experiment at 0.75 kg/hm^2^ did not damage the growth of *M. sativa* L. cv. Kangsai and promoted it to a certain extent. Sodium selenite was sprayed evenly across the leaves of the alfalfa plant when its height reached 20 cm (on 28 August 2020). Se was then biofortified three times consecutively, once per week. The aboveground portion of the alfalfa plant was harvested, subjected to thorough washing, killed out for 30 min at 105°C, dried for 2 hours at 65°C, and weighed. Upper-second completely developed leaves were collected for the transcriptome and physio-biochemistry studies and stored at −80°C.

#### 2.1.2 Determination of Se content and agronomic traits

The above-mentioned dried materials were crushed and sieved through a 40-mesh sieve. Hydride generation atomic fluorescence spectrometry (HG-AFS) was used to determine the Se content (Chen et al., 2002). Hay production and plant height were calculated using the approach described in Hu et al. (2010). The Se accumulation was computed using the method of Hu et al. by multiplying the hay yield and the Se content of alfalfa harvested during the initial flowering period (Hu et al., 2010).

### 2.2 Nutritional quality analysis

Crude protein (CP), neutral detergent fiber (NDF), and acid detergent fiber (ADF) were measured after the dried sample was ground into powder according to (Schwanninger and Hinterstoisser, 2002). Relative feeding value (RFV) is a standard measure for evaluating the quality of forage that relies primarily on the concentrations of NDF and ADF. It has been extensively utilized in the United States as one of the most important methods for determining the quality of forage. RFV was determined by calculating the values of dry matter intake (DMI) and digestible dry matter (DDM) as follows (Zhao et al., 2021):

DMI(%BM) = 120/NDF (%DM)

DDM(%DM)=88.9−0.779×ADF(%DM)

RFV=DMI×DDM/1.29

### 2.3 Physiological analysis

Under refrigerated conditions, 0.5 g of alfalfa leaves was ground and extracted with 8 ml of a 50 mM sodium phosphate (pH 7.8) buffer solution. After being transferred to a centrifuge tube, the homogenate of plant tissue was centrifuged for 15 min at 12,000 *g* and 4°C. The obtained supernatant was then utilized to test the activity of glutathione peroxidase (GPX) and the concentration of (glutathione) GSH using a spectrophotometer and the protocols of Gill et al. (2015). Bradford’s method (Bradford, 1976) was used to measure the soluble protein, whereas Dubois’s phenol sulfuric acid technique (DuBois et al., 1956) was used to calculate the soluble sugar content. The estimation of MDA and H_2_O_2_ contents was carried out by Gill et al. (2015).

### 2.4 Photosynthesis analysis

The Fv/Fm was measured at 25°C using an IMAGING-PAM-MAXI instrument (Heinz Walz GmbH, Effeltrich, Germany) (Dong et al., 2021).

The photosynthetic rate (Pn) was measured utilizing a portable photosynthesis meter (LSPro-SD, ADC Bio-Scientific Ltd.UK).

### 2.5 *In situ* detection of ROS

*In situ* detection of ${\text{O}}_{2}^{-}$ and H_2_O_2_ was performed as described by Wu et al. (2015). The blue coloration observed in the experiment was attributed to the formation of formazan resulting from the reduction of NBT by ${\text{O}}_{2}^{-}$ . The polymerization process of DAB resulted in the apparent brown coloration of H_2_O_2_.

### 2.6 Ultra-structural observations

Transmission electron microscopy (TEM) was used to investigate cellular ultrastructure. TEM images were captured using a Hitachi HT7700 (Hu et al., 2014).

### 2.7 RNA extraction, library preparation, and RNA sequencing

From the three biological replicates for each group, six sRNA libraries (CK-1,2,3 and Low Se-1,2,3) were generated. Using Trizol reagent, total RNA was extracted and purified (Invitrogen, Carlsbad, CA, USA). The RNA concentration and purity of each sample were assessed using the NanoDrop ND-1000 instrument (NanoDrop, Wilmington, DE, USA). An Agilent 2100 with a RIN score greater than 7.0 was used to measure RNA integrity.

About 10 g of the total RNA was extracted as ribosomal RNAs for the lncRNAs, mRNAs, and circRNAs, and the remaining RNAs were then broken up into minute bits. The cleaved RNA fragments were subjected to reverse transcription using *E. coli* DNA polymerase I, RNase H, and dUTP, resulting in the production of cDNA. Subsequently, the aforementioned cDNA was employed in the construction of U-labeled second-stranded DNAs. The resultant cDNA collection had an average insert size of 300 bp (50 bp). Finally, the vendor-recommended procedure for performing paired-end sequencing on an Illumina Hiseq 4000 was implemented.

A small RNA sequencing library was generated using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Total RNA was ligated to the RNA 30 and RNA 50 adapters to produce cDNA constructs of the short RNAs. Reverse transcription was then performed, followed by PCR. Following that, the small cDNA fractions, ranging in length from 22 to 30 nt, were separated using 6% denaturing polyacrylamide gel electrophoresis. The library was then validated, and the cDNA constructs were purified. Then, single-end sequencing (50 bp) was performed using an Illumina Hiseq2500 at LC-BIO (Hangzhou, China) following the manufacturer’s suggested method.

### 2.8 Read mapping, transcriptome assembly, and differentially expressed mRNA

After eliminating the reads contaminated with adaptors (Martin, 2011), sequence quality was verified using FastQC.

Alfalfa’s genome was mapped using Bowtie2 (Langmead and Salzberg, 2012) and Hisat2 (Kim et al., 2015) (https://figshare.com/articles/dataset/genome_fasta_sequence _and_annotation_Files/12327602) (Li et al., 2020). The expression levels of all transcripts were estimated using StringTie (Pertea et al., 2015) and edgeR (Robinson et al., 2010) after the generation of the final transcriptome. StringTie (Pertea et al., 2015) was utilized to calculate mRNA expression levels using FPKM (Trapnell et al., 2010). The differentially expressed mRNAs were selected with log_2_ (fold change) >1 or log_2_ (fold change)<−1 and with statistical significance (*p* value< 0.05) by R package–edgeR (Robinson et al., 2010).

### 2.9 Identification of lncRNAs and prediction of their target genes

After reading assembly with StringTie, the known mRNA, transcripts with a fragment count of under three, transcripts shorter than 200 nt, and open reading frames (ORFs) longer than 300 nt were removed, and the remaining transcripts were identified for lncRNA. If these remaining transcripts have the potential to encode proteins, they are classified as novel mRNA, defined as mRNA, and filtered. The filtered transcripts were screened as novel lncRNAs according to the conditions of CPC score< −1 and CNCI score< 0 by the software CPC (coding potential calculator) (Kong et al., 2007) and CNCI (coding non-coding index) (Sun et al., 2013). The FRKM and differential expression analysis of lncRNAs were computed using the same methodology as for mRNAs (Robinson et al., 2010). To examine the function of lncRNAs in Se biofortification, potential cis- and trans-genes of differentially expressed lncRNAs (DELncRNAs) were projected according to chromosome position. The target genes within a 10-kb frame upstream or downstream of the lncRNAs were investigated (Liao et al., 2011). Functional analysis of these genes was performed using the BLAST2GO (Conesa et al., 2005).

### 2.10 Identification and analysis of circRNAs

In this investigation, the CIRCexplorer and CircRNA Identifier (CIRI) tools were used to identify candidate circRNAs. Using CIRCexplorer and a TopHat-Fusion (v2.1.0) mapping strategy, the unmapped reads were processed to generate a database of fusion transcripts (Zhang et al., 2014). After the assembled linear RNA transcripts were aligned with CIRI, back-spliced junction reads≥ 2 were identified and removed from further analysis using a computational workflow (Gao et al., 2015). For the subsequent analysis, the overlapping outputs of CIRCexplorer and CIRI were utilized. Fragment Per Kilobase of Exon Per Million Mapped Fragments (FPKM) data were calculated using the StringTie method to quantify circRNA expression (Trapnell et al., 2010). log_2_FC > 1 and *p<* 0.05 were confirmed as differentially expressed circRNAs (DEcircRNAs).

### 2.11 Identification and analysis of miRNA

Prior to undergoing processing with the internal tool ACGT101-miR (LC Sciences, Houston, TX, United States), the raw sequencing reads were subjected to the Illumina pipeline filter (Solexa 0.3) (Ma et al., 2018). To attain accurate data, the initial raw data underwent a quality control process that involved the removal of 3′ joints and unnecessary sequences. For further analysis, reads with a base length of 18–25 nt are set aside. The adapter dimers, low complexity reads, common RNA families (rRNA, tRNA, snRNA, and snoRNA), and repeats were later extracted from the retained read and stored as clean short RNA reads in the NCBI GenBank, Repbase, and Rfam databases, respectively (http://www.sanger.ac.uk/software/Rfam). According to the method of Tiwari et al. (2021b), miRNAs in alfalfa were predicted. The folded RNA secondary structures that fulfill all the latest criteria for miRNA annotation as described in Axtell and Meyers (2018) were chosen for mature miRNA prediction. Before analyzing the count of differentially expressed sequences, normalization of miRNA expression levels was performed using global normalization techniques (Huber et al., 2002). The utilization of online web service IDEG6 (http://compgen.bio.unipd.it/bioinfo/software/) was employed for this purpose. The differentially expressed miRNAs were used to calculate the differentially expressed sequence count (DEmiRNAs) when the absolute log_2_FC > 1 and *p<* 0.05. The psRobot (v1.2) software (Wu et al., 2012) was used to predict the target genes for DEmiRNAs.

### 2.12 Construction and analysis of ceRNA regulatory network

CeRNA regulatory networks were constructed to acquire the interaction of lncRNAs, circRNAs, miRNAs, and mRNAs. The miRNA–mRNA pairings were predicted using Targetfinder (Fahlgren and Carrington, 2010). The prediction result was evaluated based on the Alignment score, with a maximum penalty of four points. The lower the score, the more complete and credible the match. The prediction of miRNA–lncRNA/circRNA interactions was conducted through the utilization of Ssearch36 (Pearson, 2016) from the FASTA3 program package, in conjunction with Perl scripts, following the principles outlined by Sun et al. (2020). The interaction networks were visualized using Cytoscape (version 3.8) software.

### 2.13 qRT-PCR validation of DEmRNAs, DElncRNAs, DEcircRNAs, and DEmiRNAs

The expression levels of DEmRNAs, DElncRNAs, and DEmiRNAs were verified by qRT-PCR. The *18S* rRNA gene was selected as the reference gene for normalizing DEmRNAs, DElncRNAs, and DEcircRNAs (Fu et al., 2014). Normalization of DEmiRNA expression levels was performed using the CT values obtained for the *U6* gene (Luo et al., 2018). The quantification of expression level was performed using the 2^−ΔΔCt^ method. All qRT-PCR tests were performed three times in biological replicates and three times in technical replicates. The comprehensive list of primers can be found in **Additional file 1**: **Table S1**.

## 3 Results

### 3.1 Effects of foliar spraying Na_2_SeO_3_ on Se accumulation and growth of alfalfa

To evaluate the absorption and accumulation of Se by alfalfa, the Se content and accumulation were initially measured (**Figure 1**). Se treatment significantly increased Se content (*p<* 0.05) and Se accumulation (*p<* 0.001) in alfalfa. The content and accumulation of Se increased by 21 and 24 times, respectively (**Figures 1A, B**). Furthermore, the application of Se treatment exhibited an impact on the agronomic characteristics of alfalfa, encompassing plant height and hay yield. In comparison to the control group, the application of Se to alfalfa resulted in a 5.13% increase in plant height and a 6.61% increase in hay yield, as depicted in **Figures 1C, D**.

**Figure 1:**
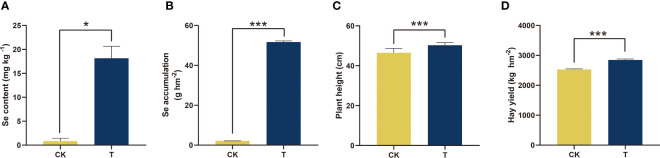
Se accumulation and agronomic characteristics of alfalfa treated with selenite. **(A)** Se content; **(B)** Se accumulation; **(C)** plant height; **(D)** hay yield. The experiments and statistical analyses were performed in three biological replicates. *Significant difference (*p<* 0.05); ***extremely significant (*p<* 0.001).

### 3.2 Effects of Na_2_SeO_3_ on nutrient and quality of alfalfa

Crude protein (CP) was one of the most essential indices used to determine the quality of alfalfa, and there was a significant difference between the control and treatment groups. It is crucial for the nutritional quality of alfalfa. The application of Se treatment resulted in a statistically significant increase (*p<* 0.05) in CP levels compared to the control group. The CP levels reached 23.12% (DM), as illustrated in **Figure 2A**. Upon administration of a suitable quantity of Se, the neutral detergent fiber (NDF) and acid detergent fiber (ADF) experienced a reduction of 9.69% and 5.52% (DM), respectively, in comparison to the control, as depicted in **Figures 2B, C**. The quality was assessed based on the relative feeding value (RFV), and it was observed that the RFV increased significantly (*p<* 0.05) by 13.06% to 133 with the addition of 100 mg/kg Se, as depicted in **Figure 2D**.

**Figure 2:**
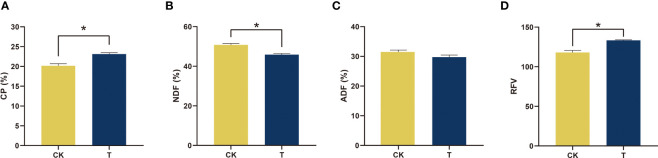
Nutrients and quality of alfalfa treated with selenite. **(A)** CP; **(B)** NDF; **(C)** ADF; **(D)** RFV. The experiments and statistical analyses were performed in three biological replicates. *Significant difference (*p<* 0.05).

### 3.3 Effects of Na_2_SeO_3_ on the physiology and biochemistry of alfalfa

The physiological status was assessed to gain a deeper comprehension of the impact of Se on the growth of alfalfa (**Figures 3**–**5**). The soluble sugar and protein levels, which are fundamental metabolic and crucial osmoregulatory substances, were assessed in the context of Se treatment. The results indicated a significant increase in both parameters, as illustrated in **Figures 3A, B**. Se (100 mg/kg) considerably (*p<* 0.05) raised soluble sugar levels by 6.88% in comparison to the control (**Figure 3A**).

**Figure 3:**
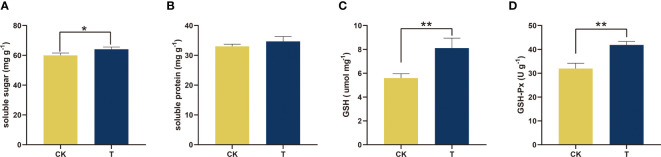
Physiological and biochemical traits of alfalfa treated with selenite. **(A)** Soluble sugar; **(B)** soluble protein; **(C)** GSH; **(D)** GSH-PX. The experiments and statistical analyses were performed in three biological replicates. *Significant difference (*p<* 0.05); **highly significant difference (*p<* 0.01).

**Figure 4:**
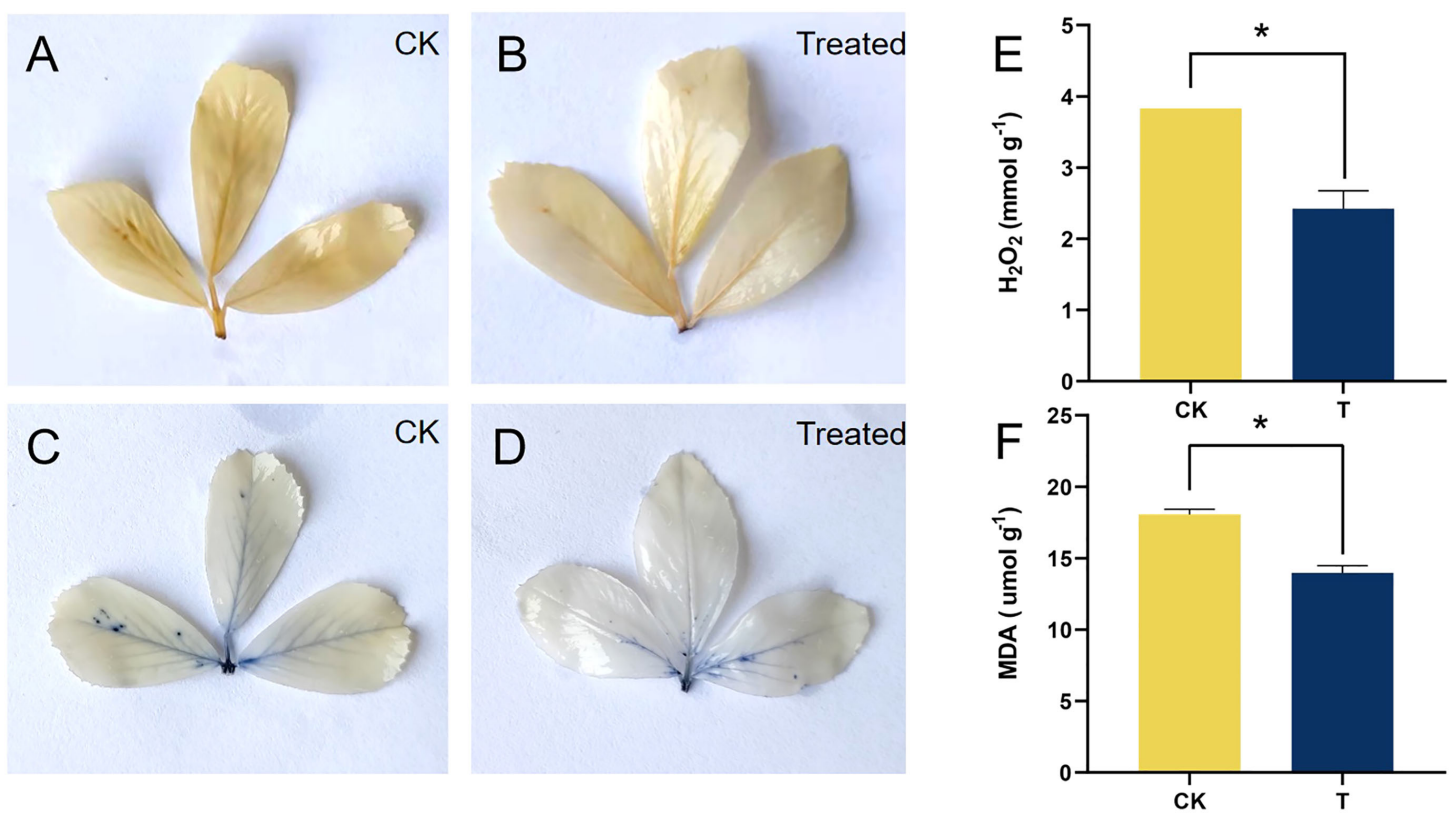
Qualitative and quantitative analysis of ROS of alfalfa treated with selenite. NBT and DAB staining of alfalfa leaves under control (above) and Se treatment (below), with brown aggregation products representing H_2_O_2_ **(A**, **B)** and blue aggregation products representing ${\text{O}}_{2}^{-}$ **(C, D)**. **(E)** Determination of H_2_O_2_ content. **(F)** Determination of MDA content. *Significant difference (*P* < 0.05).

S may lead to oxidative stress and the production of ROS. When compared to the control, the 100 mg/kg Se treatment considerably (*p<* 0.05) lowered the levels of H_2_O_2_ and MDA by 36.72% and 22.63%, respectively (**Figures 4E, F**). In the qualitative staining experiment involving ROS, it was observed that the brown polymerization products of H_2_O_2_ and blue polymerization products of ${\text{O}}_{2}^{-}$ exhibited a significant decrease at a Se treatment of 100 mg/kg, as compared to the control (**Figures 4A, B**). These results are consistent with the quantitative results of H_2_O_2_ after Se treatment.

To compare the effects of Se-treated alfalfa versus untreated alfalfa on the endogenous antioxidant system, GSH-Px and GSH levels were measured in relation to antioxidant capacity. The utilization of Se exhibited a noteworthy enhancement in the antioxidant capacity in comparison to the control (*p<* 0.01). As compared to the control, 100 mg/kg Se increased the GSH content and GSH-Px activity by 44.82% and 31.10%, respectively (**Figures 3C, D**).

To clarify the mechanisms by which Se promotes photosynthesis in alfalfa, an investigation was conducted to analyze alterations in chlorophyll content, chlorophyll fluorescence, and net photosynthesis (**Figure 5**). Chlorophylls are essential pigments with numerous functions, as they regulate the amount of photosynthetically active radiation absorbed during photosynthesis (Feng et al., 2020). There was a discernible enhancement observed in the levels of the three photosynthetic pigments. The administration of 100 mg/kg Se resulted in a significant increase in the levels of chlorophyll a, chlorophyll b, and carotenoids by 15.91%, 21.67%, and 15.31%, respectively (**Figure 5B**). Maximum light efficiency of PSII, as measured by Fv/Fm, was found to be improved by 6.49% after Se treatment (**Figure 5A**). Furthermore, it was observed that the net photosynthesis of alfalfa exhibited a statistically significant increase (*p<* 0.05) of 37.59% when subjected to reduced concentrations of Se (**Figure 5C**).

**Figure 5:**
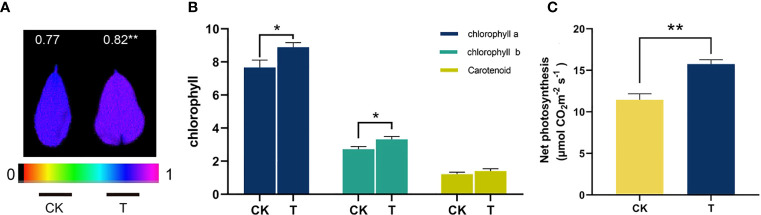
The photosynthesis-related characteristics of selenite-treated alfalfa. **(A)** Fv/Fm; **(B)** the contents of chlorophyll a, chlorophyll b, and carotenoids; **(C)** net photosynthesis. The experiments and statistical analyses were performed in three biological replicates. *Significant difference (*p<* 0.05); **highly significant difference (*p<* 0.01).

Consequently, the application of 100 mg/kg of spray on alfalfa resulted in a positive impact on its growth and development. This was attributed to the maintenance of redox balance and reduced levels of ROS, which, in turn, facilitated the improvement of photosynthesis.

### 3.4 Effects of Na_2_SeO_3_ on the ultrastructure of alfalfa

TEM, the ultrastructure of alfalfa mesophyll cells was studied. Se treatment led to a distinct extent of subcellular structure compared to the control (**Figure 6**). Under controlled conditions, the mesophyll cells of alfalfa exhibited a smooth cell wall, a distinct plasma membrane boundary, a well-developed nucleus, and smooth nucleoli, along with a complete nuclear membrane. There were clear mitochondria (though relatively small) and well-formed chloroplasts with a regular arrangement of thylakoids (**Figures 6A–D**). In contrast, at a Se treatment of 100 mg/kg, the cell walls exhibited clarity and thickness, accompanied by a well-organized cytoplasmic membrane. The Golgi, endoplasmic reticulum, and ribosomal organelles have demonstrated exuberant intracellular metabolism. The mitochondria exhibited a mature phenotype and were densely distributed throughout the cells. The chloroplasts were well-developed, large, and many, with complete and smooth membranes. The thylakoids were aligned in parallel along the chloroplast’s long axis, and the grana lamella structure was evident and closely arranged. Furthermore, when compared to the control group, the administration of 100 mg/kg Se resulted in an increase in starch grains within the chloroplasts, which were distributed along the long axis of the middle part of the chloroplast (**Figures 6E–H**).

**Figure 6:**
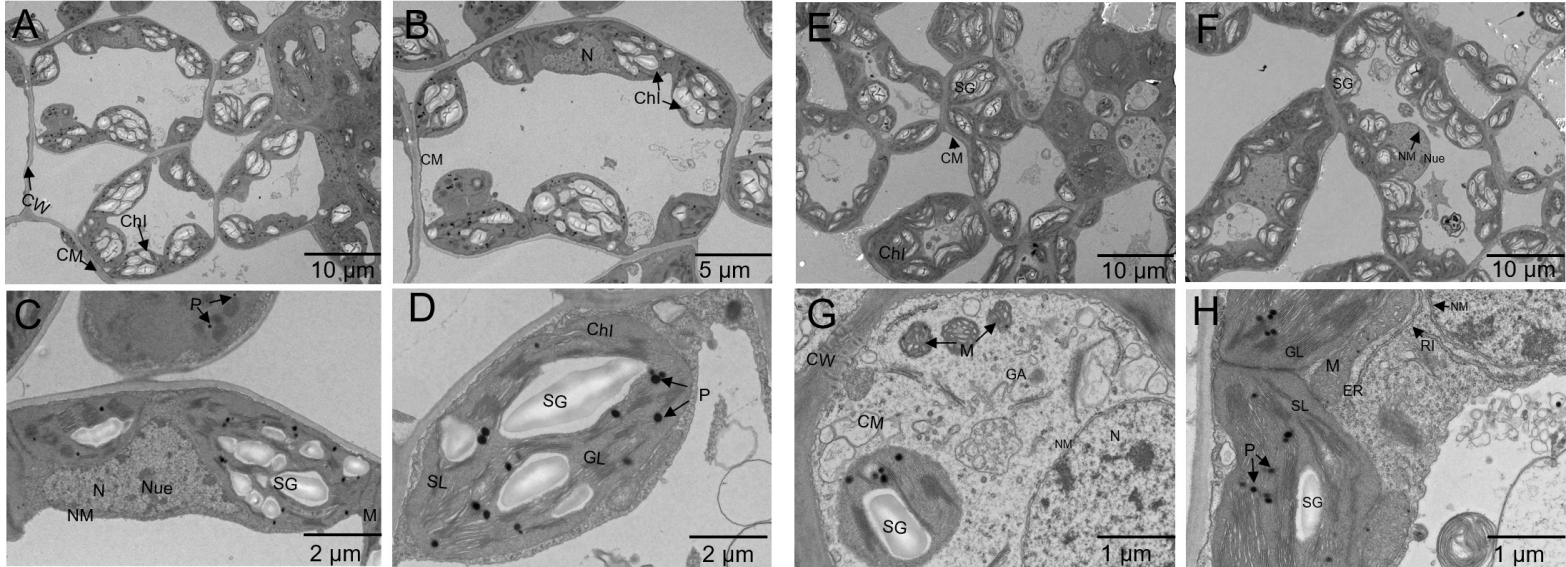
Ultrastructure of alfalfa mesophyll cells treated with selenite: control conditions **(A–D)**; 100 mg/kg Se treatment **(E–H)** [cell wall (CW), plasma membrane (CM), nucleus (N), nucleoli (Nue), nuclear membrane (NM), mitochondria (M), chloroplast (Chl), grana lamellae (GL), stroma lamellae (SL), starch granules (SG), plastid pellets (also known as osmiophilic granules, P), endoplasmic reticulum (ER), Golgi apparatus (GA), ribosome (RI)].

### 3.5 Global responses of miRNA to Na_2_SeO_3_ treatment

The control and Se-treated small RNA libraries produced 10,195,291 and 12,632,817 raw reads, respectively. Following the removal of adaptor sequences, low-quality sequences, and reads that did not meet the length criteria of 18 nt to 32 nt, the resulting dataset comprised 3,950,251 and 5,264,445 high-quality reads. The majority of clean reads exhibited a length of 20–25 nt (**Figure 7A**). The results of small RNA classification exhibited minor variations across diverse treatments, with rRNA accounting for 63%, tRNA for 8%, miRNA for 14%, and the remaining 15% comprising other types, as illustrated in **Figure 7B**. A total of 1,234 known and 1,285 novel miRNAs were identified from approximately 14% of clean reads (**Additional file 2**: **Table S2**). **Figures 7C, D** depict the top 10 miRNAs expressed in each sample, with mtr-miR159a and PC-3p-31_75457 displaying the highest expression levels. It was determined that a total of 614 miRNAs were expressed in both the Control and Se treatments (**Figure 7E**). Differentially expressed miRNAs (DEmiRNAs) were screened according to the multiples of expression > 2 and *p*< 0.05. A total of 27 upregulated and 35 downregulated DEmiRNAs were identified in Control and Se-treated groups, respectively (**Figure 7F**; **Additional file 3**: **Table S3**). The typical expression patterns of these DEmiRNAs are displayed in **Figures 7G, H**. Significant variations in their expression levels were observed between CK and Se-treated alfalfa.

**Figure 7:**
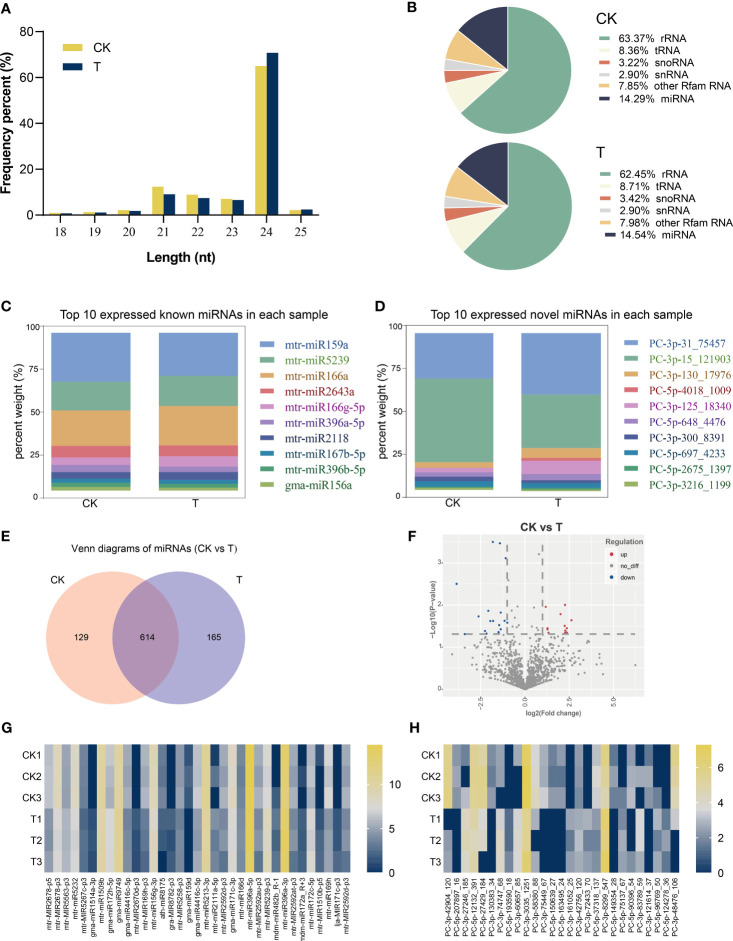
Identification and analysis of differentially expressed miRNAs (DEmiRNAs) under Se treatment. Length distribution of all identified small RNAs **(A)**. Percentage of different types of small RNAs **(B)**. Top 10 expressed known **(C)** and novel **(D)** miRNAs in each sample.; Venn diagram showing the detected miRNAs **(E)**; DEmiRNAs in Control and treated with Se **(F)**. Heat map of all known **(G)** and novel **(H)** DEmiRNAs.

### 3.6 Global responses of lncRNA and circRNA to Na_2_SeO_3_ treatment

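Leaf RNA from 3 control samples and 3 samples sprayed 3 times with selenite at 100 mg/kg was sequenced, and the deposited table covers the 6 libraries of long RNA. The authors mapped the filtered reads to the allele-aware tetraploid alfalfa assembly, in which each of the 8 chromosomes is present as 4 homologs (1.1 to 8.4), and assembled transcripts with StringTie. Each locus carries a whole-number count, not normalized, and an FPKM value per library. Of the 249087 loci, 91074 had no count in any library. Total counts were 27804799, 15197275 and 29495763 in control replicates 1, 2 and 3 and 17951896, 29309254 and 22795757 in Se replicates 1, 2 and 3. The 2 loci with most counts held between 7.64% and 11% of a library. For the present values, the counts were normalized by edgeR's TMM method and the Se and control libraries were compared with edgeR's quasi-likelihood test over the 66358 loci with a mean FPKM of at least 1. By the paper's criterion (a log2 fold change beyond 1 either way and an unadjusted p under 0.05), 3518 loci differed, 1727 higher and 1791 lower under Se. After Benjamini-Hochberg adjustment 0 loci had a p under 0.05, and the smallest adjusted p from edgeR was 0.367. In counts simulated at the dispersions estimated from these libraries, the test recovered 0 of 200 changed loci at a 4-fold or 16-fold change. A count of 0 from this test, here and below, therefore cannot show that no locus changed. At an unadjusted p under 0.05 there were 3605 loci, 5.43% of those tested, where 5% would be 3318. The spread between replicates was wide, with a common dispersion of 1.36. The filter on low FPKM moved the number of loci meeting the criterion most: it was 8047 of 158013 tested without a filter and 779 of 13812 with a mean FPKM of at least 5. The test moved the number at an adjusted p under 0.05 most: DESeq2, an alternative chosen after the data were seen, gave 1274, with 5297 by the criterion. With limma on log2(FPKM + 1), the test first planned for the FPKM values, 47 loci had an adjusted p under 0.05 and 5184 met the criterion. A group in which no library had more than 3 counts of a locus was treated as at the detection floor, and a fold change against it is given as a lower limit; the floor covers counting error only. Reads of near-identical homologs can be divided among them by the mapping, so values of single copies are uncertain and sums over copies are given where a protein has several.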

After the elimination of the identified mRNA and transcripts with a length of less than 200 bp, the process of lncRNA prediction was carried out on the residual transcripts. Under the filtering conditions of CPC (Coding Potential Calculator) Filter CPCFilter (score ≤ 0.5) and CNCI (Coding-Non-Coding Index) Filter [(length ≥ 200) and (exon ≥ 1) and (score ≤ 0)], a total of 112,230 lncRNAs were finally obtained in alfalfa. The analysis of genomic characteristics of lncRNAs revealed that a considerable proportion of lncRNAs had long transcripts (<300 bp). Furthermore, a higher percentage of lncRNAs were observed to have one to three exons. Additionally, the ORF length of lncRNAs was predominantly distributed in the range of 0–100, as depicted in **Figures 8A–C**. 

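In Table S4, of which 1999 of 64684 lines were at hand, the DElncRNAs are all among the lines present. They belong to 1393 loci, and 1200 of them are the only transcript of their locus, so that the locus values can be set beside them, 569 listed as higher and 631 as lower under Se. The deposited FPKM of these 1200 loci had a median ratio of 1 to those of Table S4. Of the 1200 loci, 997 had a mean FPKM of at least 1 and were tested. By edgeR, 906 of them (90.9%) met the criterion of an unadjusted p under 0.05 in the listed direction, 433 higher and 473 lower, and 0 had the opposite direction. At an adjusted p under 0.05 in edgeR there were 0 of the 997. Table S4 itself gives a q under 0.05 for a minority of the DElncRNAs, so this count of 0 belongs to the test run here. The 997 loci were chosen by the study on the same libraries, so the share of 90.9% is not independent evidence. In 1012 of the 1200 loci (84.3%) one group was at or under the floor, and in 965 one group had no read at all, so for most of them only a lower limit of the change can be given.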

A total of 1,414 DElncRNAs were detected in the Control and Se-treated groups, with 666 upregulated and 748 downregulated, using a cutoff of log_2_FC > 1 and *p<* 0.05 (**Figure 8D**; **Additional file 4**: **Table S4**). In alfalfa, the FPKM values of DElncRNAs exhibited a range of −13 to 11. The general expression profiles of DElncRNAs are shown in **Figure 8E**. 

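The Pearson correlation across loci of log2(FPKM + 1) was taken between each pair of libraries, as a description, since loci are not independent replicates. Over the 1200 DElncRNAs alone in their locus, libraries of one group correlated between 0.41 and 0.755 and libraries of different groups between -0.439 and -0.128, and average-linkage clustering first parted the 3 control from the 3 Se libraries. These transcripts had been selected because the groups differ. Over all 66358 tested loci, correlations ran from 0.558 to 0.705 within a group and from 0.524 to 0.588 between groups, with means of 0.612 and 0.57. There the first split set control replicates 2 and 3 apart from the other 4 libraries, and control replicate 1 joined the 3 Se libraries. The 33564 tested loci without an annotated transcript gave the same first split. With the copies of a gene summed, an alternative chosen after the data were seen, the means were 0.661 and 0.621 and the first split was again the same.

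**Figure D1:**
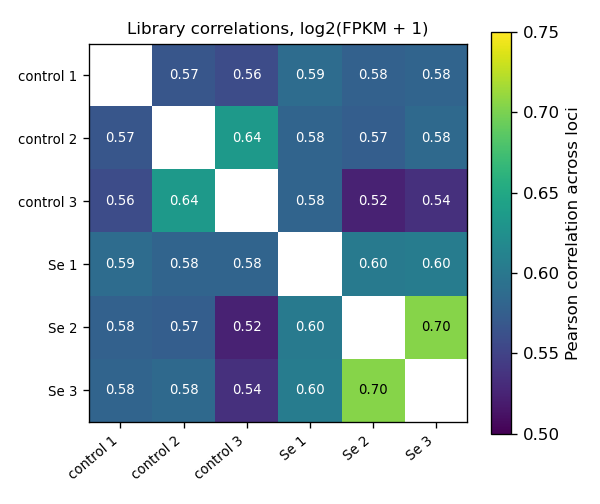
Pearson correlation of log2(FPKM + 1) between the 6 libraries over the 66358 tested loci, with each pair's value in its square and the colour scale from 0.5 to 0.75. The highest value, 0.705, joins Se replicates 2 and 3, and the lowest, 0.524, joins control replicate 3 and Se replicate 2.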

The DElncRNAs in the Se-treated and CK groups were clustered independently, whereas their three repeats were grouped.

**Figure 8:**
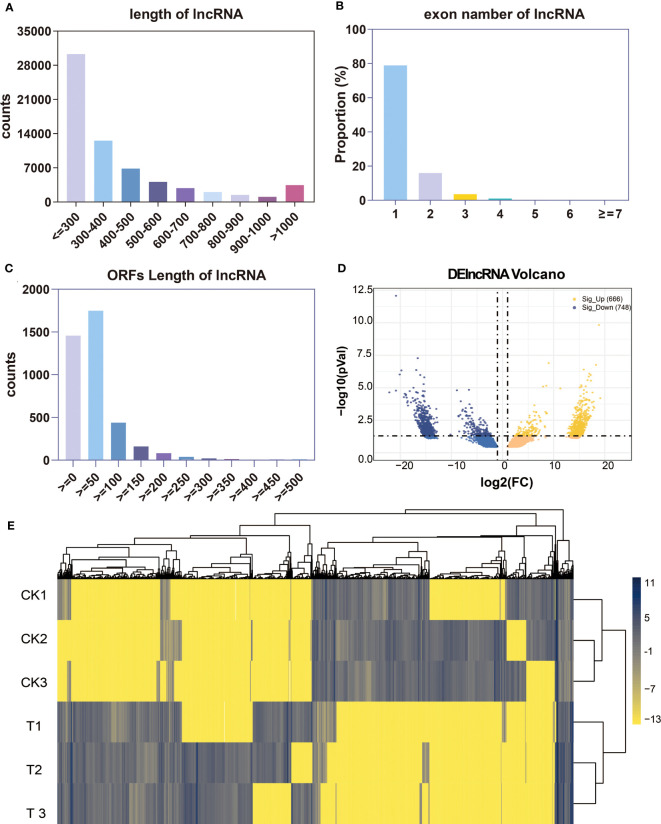
Identification and analysis of differentially expressed lncRNAs (DElncRNAs) under Se treatment. Detected lncRNAs on the transcript length **(A)**, exon number **(B)**, ORF length and FPKM value **(C)**. Venn diagram showing the number of DElncRNAs in alfalfa **(D)**; heat map of all DElncRNAs **(E)**.

A total of 454 circRNAs were detected in the leaf of alfalfa. Among them, 49.35%, 30.95%, and 19.59% were classified as intergenic, exon, and intron types, respectively, as illustrated in **Figure 9C**. **Figure 9A** displays the distribution of sequence length for circRNAs, indicating that the majority of circRNAs ranged from 200 bp to 400 bp. Furthermore, the highest number of circRNAs were observed in Chromosome 3 (chr3), followed by chr4, chr7, and chr2, as illustrated in **Figure 9B**. Five DElncRNAs (one upregulated and four downregulated) were identified in the control and Se-treated groups with an absolute value of log_2_FC greater than 1 and a *p*-value less than 0.05. Refer to **Additional file 5**: **Table S5** for further details. The expression profiles of DEcircRNAs in each group were visualized using a heat map, which revealed that the majority of DEcircRNAs exhibited elevated expression levels in the control group (**Figure 9D**). These results suggest that the circRNAs also play a role in the responses to Se treatment.

**Figure 9:**
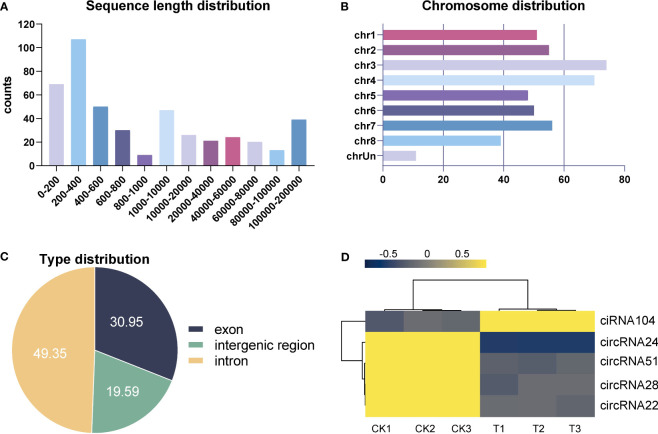
Identification and analysis of differentially expressed circRNAs (DEcircRNAs) under Se treatment. Sequence length, chromosome, and type distribution of all identified circRNAs **(A–C)**. Heat map of all DEcircRNAs **(D)**.

### 3.7 CeRNA regulatory network in response to Na_2_SeO_3_ treatment

The miRNA–mRNA regulatory network analysis was conducted as the initial step to reveal the global regulatory network of protein-coding RNAs and ncRNAs in response to Se treatment. 

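Table S6 lists the miRNA and target pairs, and 1999 of its 2816 lines were at hand, holding 1947 different mRNAs; the paper's text gives the number of target mRNAs as 288. Because the copy is shortened, no set test was run on it. The 1947 mRNAs lie in 1928 loci of the deposited table. Of these, 912 had no count in any of the 6 libraries and 376 reached the mean FPKM needed for the test. In edgeR's quasi-likelihood test, 14 of the 376 met the paper's criterion, 6 higher and 8 lower under Se. At an unadjusted p under 0.05 there were 18, and at an adjusted p under 0.05 there were 0. The median log2 fold change of the 376 loci was -0.11.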

Based on perfect or nearly perfect complementarity between miRNAs and their target mRNAs, 288 mRNAs were predicted as potential DEmiRNA targets. The targeted mRNAs of the DEmiRNAs are presented in **Table S6** of **Additional file 6** and illustrated in **Figure 10**. The study revealed that a significant proportion of DEmiRNAs in alfalfa, precisely 88.7% (55 out of 62), exhibit the ability to target multiple mRNAs.

**Figure 10:**
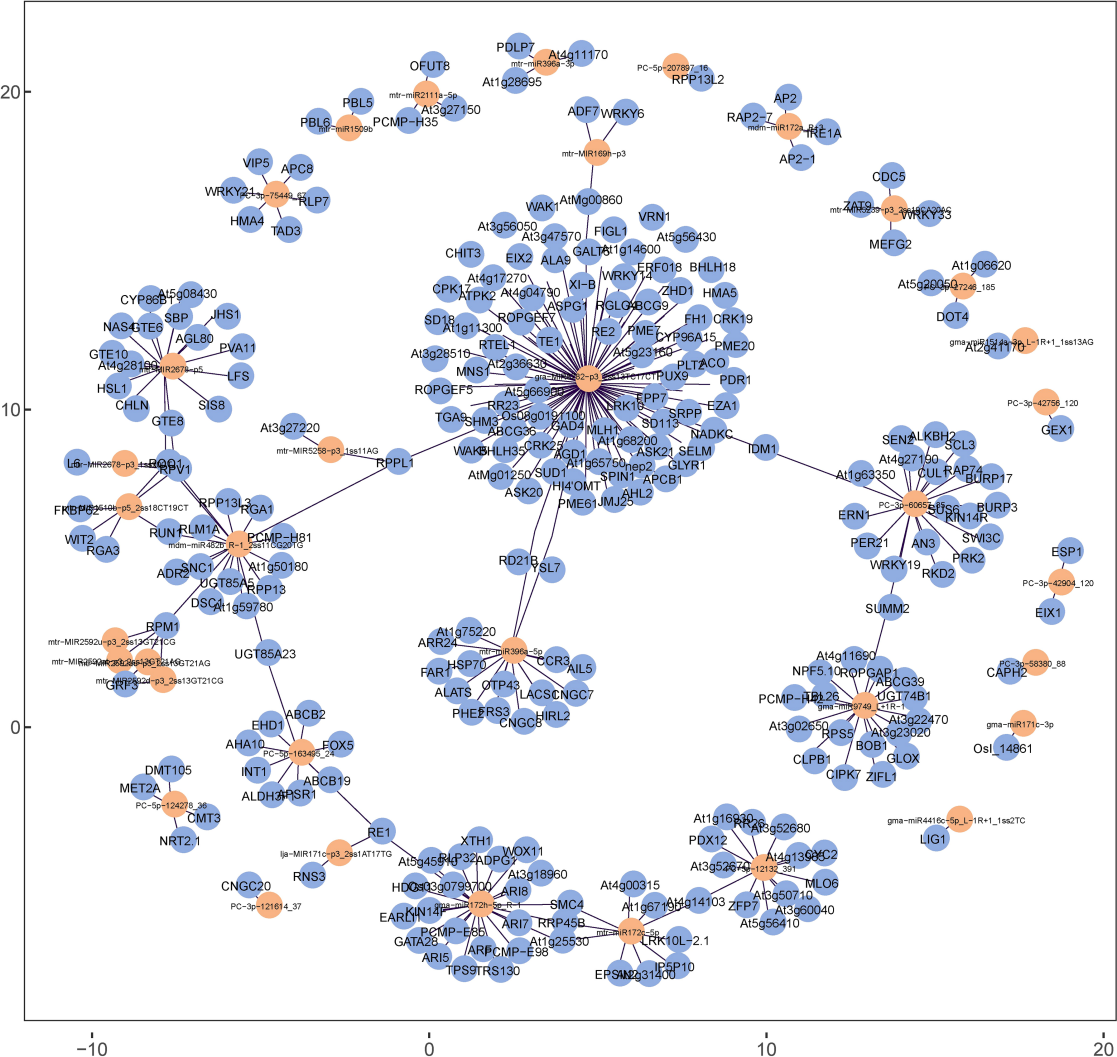
Regulatory network constructed with targeted mRNA (yellow) and DEmiRNAs (blue) in alfalfa.

The GO annotation analysis of DEmiRNA targets in alfalfa revealed that a majority of them were associated with various biological processes such as defense response (GO:0006952), transcriptional regulation (GO:0006355), signal transduction (GO:0007165), DNA repair (GO:0006281), and oxidation–reduction processes (GO:0055114) under the category of biological processes (BP). Additionally, these targets were annotated to various cellular components (CC) such as the nucleus (GO:0005634), plasma membrane (GO:0005886), cytoplasm (GO:0005737), and chloroplast (GO:0009507). Furthermore, the molecular function (MF) analysis revealed that these targets were associated with protein binding (GO:0005515), ATP binding (GO:0005524), and DNA-binding transcription factor activity (GO:0003700) (**Figures 11A–C**; **Additional file 8**: **Table S8**).

**Figure 11:**
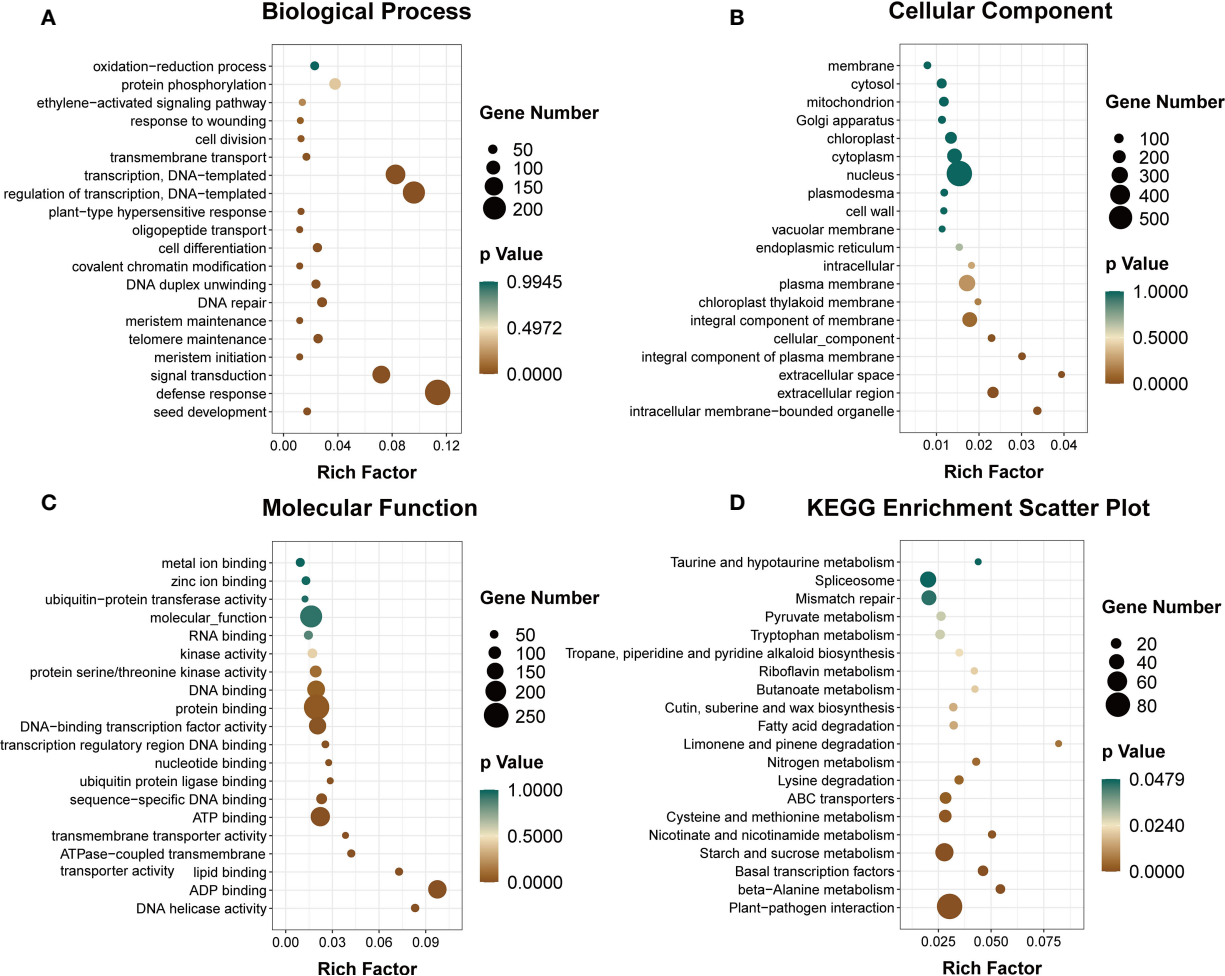
Functional analyses of targets of DEmiRNAs in alfalfa. Analysis of GO enrichment **(A–C)** and KEGG pathways **(D)**.

The results of the KEGG pathway analysis indicated that the targets of the DEmiRNAs were associated with 95 pathways. Among these pathways, the 20 most significantly enriched KEGG pathways were identified and are presented in **Figure 11D** and **Additional file 8**: **Table S8**. These pathways include Plant–pathogen interaction (ko04626), Basal transcription factors (ko03022), Starch and sucrose metabolism (ko00500), Cysteine and methionine metabolism (ko00270), ABC transporters (ko02010), and Nitrogen metabolism (ko00910), among others.

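All loci that the deposited annotation assigns to these pathways were compared with the other tested loci by camera (limma, preset correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the 12 pathways the paper names. Plant–pathogen interaction (535 loci tested) had a median log2 fold change of -0.14 and an adjusted p of 0.341 in camera. Basal transcription factors (112 loci) had a median of 0.32, with 65.2% of the loci higher under Se, and an unadjusted camera p of 0.0548, which the adjustment brought to 0.245. Without control replicate 3 its median was 0.145, with 56.2% of the loci higher and a camera p of 0.203. Starch and sucrose metabolism (437 loci) had a median of -0.13, ABC transporters (188 loci) -0.12 and Nitrogen metabolism (62 loci) 0.18, all with an adjusted p above 0.05. Single libraries moved some of these medians, that of Plant–pathogen interaction to -0.041 without control replicate 2, and those of Starch and sucrose metabolism and Nitrogen metabolism to -0.04 and 0.285 without control replicate 3. Cysteine and methionine metabolism (260 loci) had a median of -0.01, which rose to 0.02 when control replicate 1 was left out and to 0.01 without control replicate 2. Of the 12 pathways, 0 had an adjusted p under 0.05 in camera, and 0 under fry or with the correlation estimated from the data. At an unadjusted p under 0.05 there was 1 in camera, Photosynthesis, whose p was 0.434 under fry and 0.598 with the estimated correlation. Under fry there were 2 others, ABC transporters (p = 0.0107) and Starch and sucrose metabolism (p = 0.0495), both lower under Se, and with the estimated correlation there were 0. The summed CPM of ABC transporters were 5002 ± 141.4 (SD, n = 3) in the control and 4408 ± 176.8 (SD, n = 3) under Se. Each Se library lay below each control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The adjusted camera p of Photosynthesis moved both ways with single libraries left out, from 0.00481 without Se replicate 1 to 0.893 without control replicate 1 and 0.947 without Se replicate 3.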

According to the theory of competing endogenous RNA (ceRNA), lncRNA/circRNA can interact with miRNA and release mRNA from miRNA binding. 

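The network of Table S9 holds 31 mRNAs, 11 miRNAs, 73 lncRNA transcripts and 38 circRNAs. The deposited table lists a locus for each of the 31 mRNAs, and 13 reached the mean FPKM needed for the test. By edgeR, 7 of the 13 met the paper's criterion, 4 higher and 3 lower under Se. At an adjusted p under 0.05 over all loci there were 0, with a smallest adjusted p of 0.612, and adjusted over the list alone there were 4. The study chose these mRNAs on the same libraries, so the count over the list and the set tests on them are not independent evidence. In 20 of the 31 loci one group was at or under the floor. Of the 18 mRNAs paired only with miRNAs that Table S3 lists as higher under Se, 5 were tested, and 4 of the 5 were themselves higher, with a median log2 fold change of 6.61, or 4.16 with loci at the floor set to their limit. Set against the other loci by camera, these 5 gave p = 2.52e-05, and the p was 0.0127 with the correlation estimated from the data and 0.00221 under fry. With a mean FPKM of at least 0.1 all 18 were tested, and the result was weaker. Of the 18, 55.6% were higher, with a median of 3.59 and a camera p of 0.104. The alternative that moved the median most was the sum over the copies of a gene, chosen after the data were seen, which gave a median of 0.06 and a camera p of 0.812. Of the 11 mRNAs paired only with miRNAs listed as lower under Se, 7 were tested, and their median log2 fold change was 1.5 with a camera p of 0.999. The sum over copies moved this median most as well, to 0.10 with a camera p of 0.951. Without control replicate 2 it was 2.42, and without control replicate 1 it was 1.00. With a mean FPKM of at least 0.1 all 11 were tested, with a median of 2.30 and a camera p of 0.0175. The filter thus decides the call for both lists.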

Targeted mRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs from alfalfa were utilized to construct a ceRNA network (**Figure 12**; **Additional file 9**: **Table S9**).

**Figure 12:**
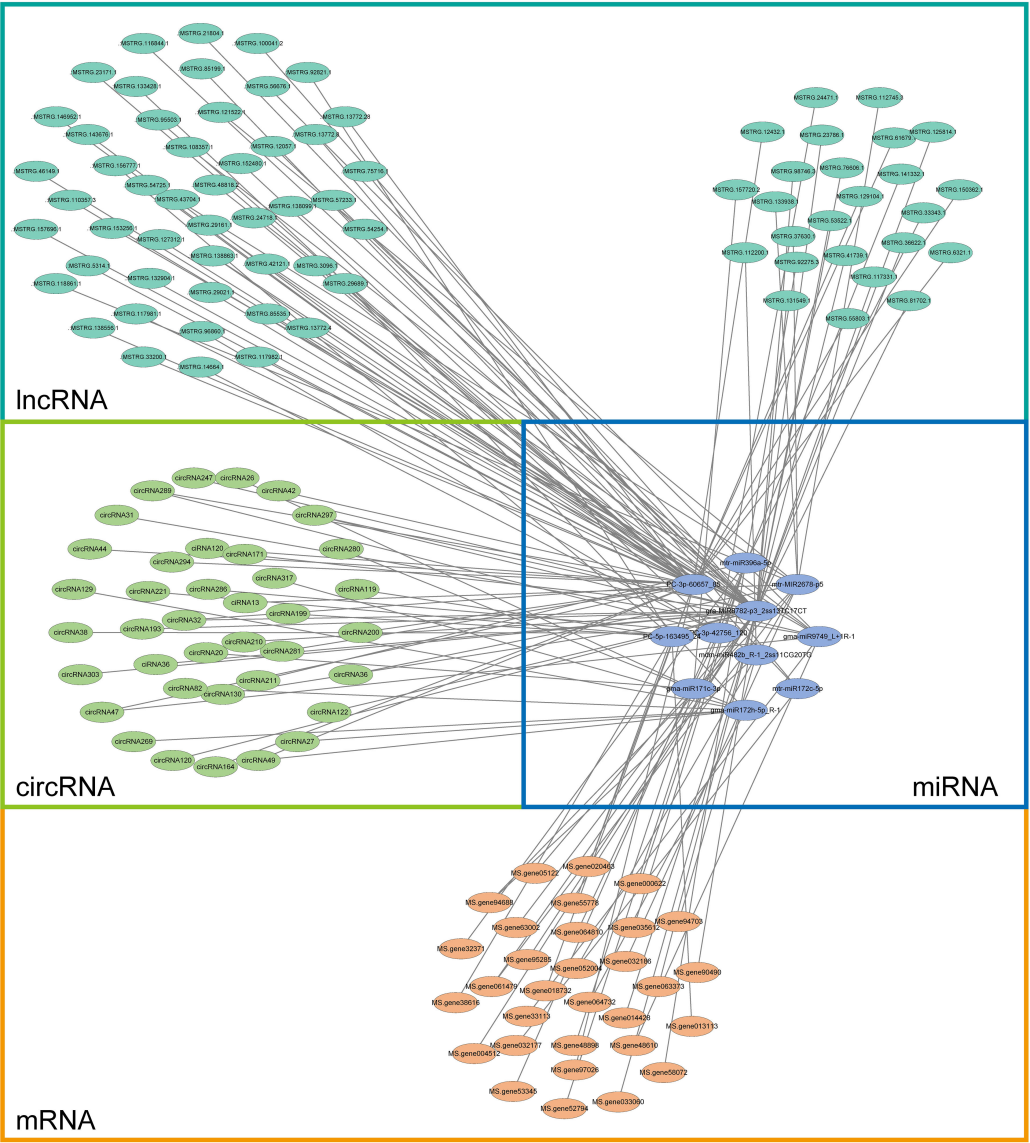
CeRNA network constructed with targeted mRNAs (blue) of all DEmiRNAs (yellow), DElncRNAs (cyan–blue), and DEcircRNAs (green) in alfalfa.

### 3.8 Validation of gene expression by qRT-PCR

To assess the precision of RNA-seq in Na_2_SeO_3_-treated leaves compared to the control, a limited number of miRNAs, lncRNAs, and circRNAs were randomly chosen and validated through qRT-PCR (**Figure 13**). The qRT-PCR results indicated that the expression patterns of six selected miRNAs, consisting of five upregulated and one downregulated miRNA, were consistent with our sequencing data. 

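The sequencing values of the lncRNA loci in Fig. 13 follow from the deposited counts; each of these loci holds a single transcript. MSTRG.43704 lies on chromosome 2.4 from 65993718 to 65994423. It had 0, 7 and 0 reads in control replicates 1, 2 and 3 and 76, 94 and 70 reads in Se replicates 1, 2 and 3, or 0.17 ± 0.294 FPKM (SD, n = 3) in the control and 4.32 ± 0.737 FPKM (SD, n = 3) under Se. Its log2 fold change was 4.59 (standard error 1.876, adjusted p = 0.882 from edgeR's quasi-likelihood test). Without control replicate 2, the only control library with reads of it, the control was at the floor and the locus was at least 34.7-fold higher under Se. MSTRG.71777 lies on chromosome 4.2 from 560586 to 561481 and had 4, 2 and 0 reads in the control libraries against 1152, 793 and 651 under Se. Its FPKM was 0.0667 ± 0.0611 (SD, n = 3) in the control and 36.1 ± 18.5 (SD, n = 3) under Se, a log2 fold change of 8.78 (standard error 1.118, adjusted p = 0.367 from edgeR). Among the 7 lncRNA loci the paper names, its p adjusted over the list alone was 0.00043 in edgeR, and that of MSTRG.43704 was 0.0562; the study chose the list on these libraries, so these are not independent evidence.

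**Figure D2:**
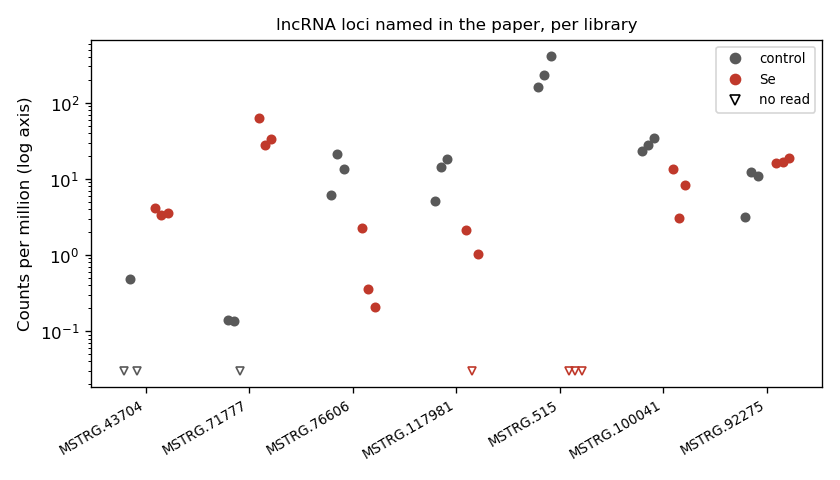
CPM of the 7 lncRNA loci the paper names, on a log axis, 1 point per library, with control libraries in grey and Se libraries in red; open triangles are libraries without a read. MSTRG.43704 and MSTRG.71777 lie higher in all 3 Se libraries, and the locus on contig 15132 has no read in any Se library.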

The expression of MSTRG.43704.1 and MSTRG.71777.1 was upregulated compared to the control. It was confirmed that the expression levels of the remaining lncRNAs were downregulated. 

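In the sequencing libraries, the lncRNA locus on contig 15132 from 67110 to 68221 had 4573, 3362 and 11708 reads in control replicates 1 to 3 and 0 reads in each Se library, at least 1910-fold lower under Se (adjusted p = 0.367 over all loci and 0.000155 adjusted over the list alone, from edgeR). The locus on chromosome 4.2 from 80924965 to 80925440 fell from 21.9 ± 11.5 FPKM (SD, n = 3) to 1.54 ± 1.93 FPKM (SD, n = 3). Its log2 fold change was -3.86 with a standard error of 1.087, and the p from edgeR was 0.881 adjusted over all loci and 0.023 adjusted over the list alone. With single libraries left out its log2 fold change ran from -5.54, without Se replicate 1, to -3.39. The locus on chromosome 6.4 from 45150185 to 45150511 had 144, 206 and 520 reads in the control and 39, 0 and 20 under Se, a log2 fold change of -3.58 with a standard error of 1.489. Its p from edgeR was 0.882 adjusted over all loci and 0.0562 adjusted over the list alone. In all 3 loci every Se library lay below every control library. Of the 7 named loci, 6 met the unadjusted criterion, and 3 did so when control replicate 3 or Se replicate 3 was left out, or when the dispersion was fitted without a trend.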

There was an agreement between the RNA levels and the computed FPKM for two randomly selected circRNAs (designated circRNA31 and circRNA52) that were quantified using divergent and convergent primer sets. The present study provides evidence that the expression patterns of miRNA, lncRNA, and circRNA are reliable indicators for investigating the transcriptional changes induced by Se in alfalfa.

**Figure 13:**
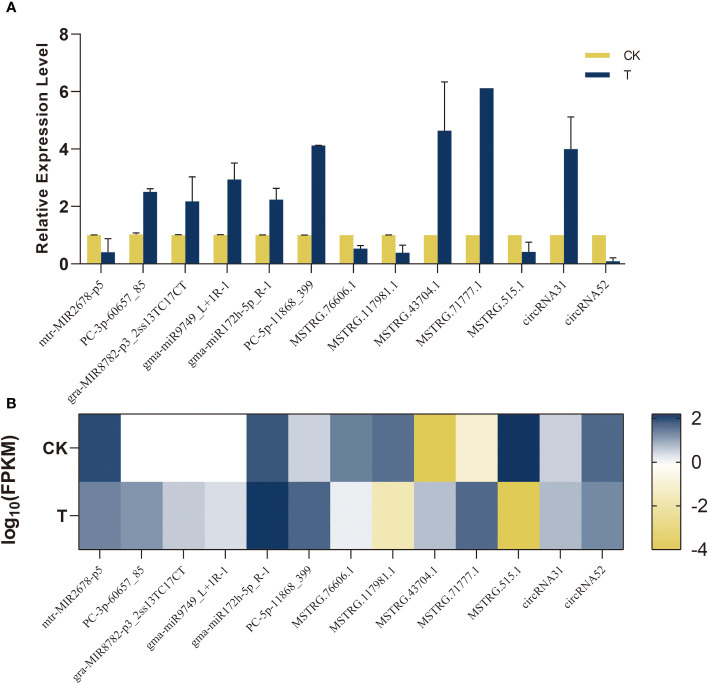
Validation of sequencing data by qRT-PCR. Bar graphs indicate relative expression level using qRT-PCR **(A)**; heat map indicates FPKM values transformed log_10_ based on RNA-seq **(B)**.

## 4 Discussion

Se is not required for the survival of plants, whereas it is important for animals. The primary source of the vital nutrient Se for humans is derived from plant-based sources. To mitigate the adverse health effects of insufficient dietary Se, several food items have been enriched with Se. Additionally, it is suggested that the biofortification of crops like alfalfa can be achieved by supplementing Se through fertilizers (Hu et al., 2022). There are currently very few preliminary studies on Se enrichment in alfalfa, with the majority of research focusing on the kinetics of selenium uptake in multiple-harvested hay (Kovács et al., 2021), the impact of Se on quality and yield (Hu et al., 2010), and the effect of animal husbandry after feeding Se-enriched alfalfa (Pan et al., 2021). Currently, high-throughput sequencing is an effective method for analyzing gene expression profiles and identifying low-abundance ncRNAs (Li et al., 2014; Zhang et al., 2018). This study provided a comprehensive outlook on the regulatory function of ncRNAs in the Se treatment of alfalfa. The integration of a network of lncRNA/circRNA–miRNA–mRNA interactions was achieved through the utilization of throughput screening and bioinformatics analysis.

### 4.1 miRNA is a key regulator during Se biofortification of alfalfa

Over the recent decades, several studies have verified that Se can trigger the defense mechanism of plants and promote their growth. In a recent report, it was indicated that reduced Se levels were found to enhance the growth of alfalfa in both normal and abiotic stress conditions. The exact gene expression pattern of the plant in response to Se remains uncertain. This study aimed to investigate potential metabolic regulatory mechanisms in plants exposed to Se through a combined analysis of miRNA target mRNAs and miRNA expression profiles. The objective was to identify both known and novel genes of alfalfa in response to Se. The levels of miRNA transcripts in alfalfa, comprising 35 established miRNAs and 27 novel miRNAs, were significantly impacted by the application of Se. The application of Se had a significant impact on gma-miR172h-5p_R-1, mtr-miR156g-3p_1ss3TC, gma-miR9749_L+1R-1, and mtr-miR5213-3p_1ss8CT. The majority of the miRNAs that were anticipated to target genes were observed to exert their influence on numerous target genes. The 288 target genes are primarily associated with various pathways such as basal transcription factors (ko03022), starch and sucrose metabolism (ko00500), DNA replication (ko03030), cysteine and methionine metabolism (ko00270), and protein processing in the endoplasmic reticulum (ko04141), among others. It has been reported that miR172 is a positive regulator of salt tolerance in rice and wheat by maintaining ROS homeostasis (Cheng et al., 2021). Furthermore, adequate levels of miR156 transcripts are crucial in promoting drought tolerance in alfalfa (Feyissa et al., 2019). To summarize, these significantly impacted miRNAs in this study may be implicated in Se-induced plant growth regulation.

### 4.2 Involvement of miRNAs in Se biofortification of alfalfa by targeting transcription factors

Transcription factors (TFs) in higher plants play a significant role in various growth and development processes such as signal transduction, cellular morphogenesis, and response to environmental stressors. These TFs have a direct impact on the agronomic and financial aspects of crops. Higher plant TFs are encoded by approximately 10% of genes (Zhang et al., 2012). Li et al. (2021) conducted a comprehensive analysis to identify regulatory protein genes and miRNAs that respond to Se stimulus in *Pueraria lobata* (wild.) Ohwi. The identified genes were found to regulate sulfate and phosphate transporters, ROS scavenging, and isoflavone metabolism in the plant. The present investigation revealed that a total of 34 mRNAs were identified as encoding TFs, which were subjected to targeting by 14 DEmiRNAs. The gene MS.gene 067454, which encodes a *bHLH35* transcription factor, was subjected to targeting by gra-MIR8782-p3_2ss13TC17CT. It is noteworthy that a single miRNA has the potential to modulate the activity of several TFs, while conversely, multiple miRNAs may exert regulatory control over a single TF. For example, gra-MIR8782-p3_2ss13TC17CT was identified as a potential regulator of four TFs, namely, *bHLH25* (bHLH family), *WRKY21* (WRKY family), *ERF018* (ethylene-responsive family), and *RAP2-4* (ethylene-responsive family). 

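MS.gene067454 lies on chromosome 2.4 from 962355 to 963373, and the annotation in the deposited table describes it as bHLH25. It had 0 reads in each of the 6 libraries, so its level was not detectable at this depth in either group. The 8 loci that Table S6 lists under bHLH35 were summed: their FPKM was 3.27 ± 2.96 (SD, n = 3) in the control and 0.923 ± 1.15 (SD, n = 3) under Se, a difference of -1.08 on the log2(FPKM + 1) scale. The groups overlapped (exact permutation test, two-sided, p = 0.2, where 3 libraries against 3 cannot give less than 0.1). A pseudocount of 0.1 moved this difference most, to -2.05, and without control replicate 3 it was -0.545.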

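The 4 WRKY21 copies of Table S6 had a summed FPKM of 0.98, 2.99 and 0.94 in control replicates 1 to 3 and of 10.7, 9.73 and 3.35 in Se replicates 1 to 3. The difference was 1.72 on the log2 scale with 1 added to each sum, and the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With any one library left out it stayed between 1.46 and 2.17. The lowest edgeR adjusted p among the 3 copies tested was 0.882. The 4 bHLH25 copies and the 6 ERF018 copies of Table S6 had no read in any library. Over all 14 loci described as bHLH25, the summed FPKM was 3.66 ± 1.74 (SD, n = 3) in the control and 5.90 ± 0.395 (SD, n = 3) under Se, a difference of 0.65 on the log2(FPKM + 1) scale that was 0.29 without control replicate 3. Over all 18 loci described as ERF018, it was 2.87 ± 3.69 (SD, n = 3) and 0.14 ± 0.151 (SD, n = 3), and control replicate 3 alone held 184 of the reads; without it the difference on the log2(FPKM + 1) scale was -0.60 in place of -1.35. RAP2-4, with 1 copy in Table S6, had 4.15 ± 1.47 FPKM (SD, n = 3) in the control and 4.07 ± 0.526 (SD, n = 3) under Se, a difference smaller than the spread between replicates.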

The *AP2* TF was expected to be regulated by four miRNAs, including gra-MIR8782-p3_2ss13TC17CT, mdm-miR172a_R+3, gra-MIR8782-p3_2ss13TC17CT, and mtr-miR396a-5p. 

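The 2 loci of Table S6 described as AP2-EREBP had no read in any of the 6 libraries. All 41 loci with that description, 11 of them with reads, summed to 34.0 ± 5.82 FPKM (SD, n = 3) in the control and 31.0 ± 8.52 FPKM (SD, n = 3) under Se, and the groups overlapped (exact permutation test, two-sided, p = 0.7).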

*ERF96* (Ethylene response TF family) is involved in the control of selenite tolerance, and overexpression of *ERF96* increased selenite resistance in Arabidopsis (Jiang et al., 2020). The *WRKY* TFs represent a substantial group of regulatory proteins that play a crucial role in the developmental mechanisms of plants as well as their reactions to various biotic and abiotic stimuli. *WRKY* gene plays an important role in maintaining Se homeostasis and tolerance in *Arabidopsis thaliana* (Wu et al., 2020). *WRKY* transcription factor 31 is controlled by mtr-MIR169h-p3 and may be involved in the maintenance of Se homeostasis in alfalfa. These findings revealed that TFs and miRNA are key gene regulators that exhibit close coordination in their response to Se treatment in alfalfa.

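The leaf libraries held 1 read of WRKY31 in all: of the 14 loci with this description, 1 locus had 1 read in control replicate 1, and the other libraries and loci had 0. A difference in its level was not detectable at this depth.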

### 4.3 Involvement of miRNAs in Se biofortification of alfalfa by targeting photosynthesis, carbohydrate metabolism, and protein processing

Previous research has indicated that Se is advantageous to the development and overall health of certain plant species (Schiavon et al., 2016; Cabral Gouveia et al., 2020). The impact of Se on the growth of alfalfa is currently insufficiently understood. Organic forms of Se are primarily utilized by plants (Sors et al., 2005; White, 2018). The promotion of antioxidant enzyme activities, such as GPX, and antioxidant contents, such as GSH, was observed at a concentration of 100 mg/kg in alfalfa (**Figure 3**). The results of both qualitative and quantitative experiments indicate that the application of 100 mg/kg Se treatment resulted in the maintenance of low levels of plant stress markers, namely, MDA and H_2_O_2_ (as shown in **Figure 4**). The results indicate that alfalfa exhibited a greater antioxidant capacity at a concentration of 100 mg/kg, which is in line with previous research conducted on *Brassica napus* (Ulhassan et al., 2019). Furthermore, the observation of higher levels of soluble proteins and sugars at a concentration of 100 mg/kg in alfalfa suggests that it possesses a greater capacity to synthesize these osmotic substances in response to Se-phytotoxicity (**Figure 3**). This finding is consistent with previous research conducted on *Neptunia amplexicaulis* (White, 2016). These findings revealed that Se plays a crucial role in plant growth and stress resistance. Photosynthesis is a critical metabolic process in plants that provides the primary energy source for plant growth. The increase in chlorophyll content provided the basis for photosynthesis at 100 mg/kg (**Figure 5B**). This observation is in agreement with the findings of Mostofa et al. (2017) in their study on rice, which was induced by Se. Furthermore, the notable increase of Fv/Fm demonstrated the amplification of light energy absorption by antenna proteins and energy distribution-transfer between PS II and PS I in alfalfa as a result of Se treatment, as illustrated in **Figure 5A**. The aforementioned factors have been demonstrated to directly or indirectly enhance the photosynthesis of alfalfa under 100 mg/kg Se treatment, as evidenced by the net photosynthesis measurements obtained through the use of a portable photosynthesis meter (**Figure 5C**). According to the biomass analysis (**Figure 1D**), Se could greatly improve plant growth and increase the accumulation of organics (crude protein) (**Figure 2A**). These findings present very compelling evidence for the growth-promoting influence that Se has on plants when grown under field conditions. The addition of moderate amounts of Se to alfalfa has been found to increase its antioxidant activity and regulate the levels of carbohydrates and proteins, thereby creating a conducive environment for nutrient accumulation *in vivo*.

Transmission electron microscopy is a commonly employed technique in the field of plant microstructure analysis to observe subcellular structures (Kiyoto et al., 2022). According to Ulhassan et al. (2019), variations in Se concentrations significantly altered the ultrastructure of cells in Oilseed rape. At 100 mg/kg, there was a defined and thick cell wall, a smooth nucleus, and more mature organelles like chloroplasts and mitochondria. The effects of Se treatment on the ultrastructure of alfalfa cells (**Figure 6**) were consistent with the findings of Ulhassan et al. (2019). Previous research has discovered that Se can protect the chloroplast structure from degradation and promote photosynthesis (Alves et al., 2020). The present investigation revealed that the administration of Se treatment at a dosage of 100 mg/kg exhibited a significant preventive effect on the enlargement of thylakoid lamellae in chloroplasts. Furthermore, it effectively preserved the integrity of grana lamellae and capsule structure, restrained the augmentation of lipid spheres in terms of their number and volume, and delayed the disintegration of internal chloroplast structure. These findings are expected to facilitate the optimal functioning of chloroplasts in alfalfa. The aforementioned occurrence is also observed in other Se-fortified plants, such as tomatoes (Alves et al., 2020) and wheat (Semenova et al., 2017). Furthermore, a more vigorous intracellular protein processing process was detected when compared to the control, implying that under Se treatment, alfalfa cells maintained a favorable environment for nutrient accumulation *in vivo*. This ultrastructural evidence strongly demonstrates that Seon alfalfa has beneficial effects.

The small RNA sequencing data were subjected to bioinformatic analysis, which led to the identification of a significant number of mRNAs targeted by Se-induced miRNAs. These miRNAs were found to be enriched in KEGG pathways related to Carbohydrate metabolism and amino acid metabolism, including Photosynthesis (ko00195), Starch and sucrose metabolism (ko00500), Cysteine and methionine metabolism (ko00270), and Protein processing in the endoplasmic reticulum (ko04141). 

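In the set test over the tested loci of each pathway, Photosynthesis (ko00195) had 161 loci with a median log2 fold change of 0.15, of which 66.5% were higher under Se. Its camera p was 0.037, and 0.245 after adjustment over the 12 pathways. Without Se replicate 3 the median was -0.02, while without control replicate 2 it was 0.38 with an adjusted camera p of 0.0095, so single libraries decide its direction and its call. Protein processing in the endoplasmic reticulum (ko04141) had 630 loci with a median of -0.08 and a camera p of 0.0613, and without Se replicate 3 its median was -0.02. The summed CPM of the Photosynthesis loci were 39880 ± 8693 (SD, n = 3) in the control and 44590 ± 13780 (SD, n = 3) under Se, a difference within the spread between replicates (exact permutation test, p = 0.6).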

MiRNAs may influence biomass accumulation in alfalfa by regulating several photosynthesis-related genes. 

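The chlorophyll synthase copy that Table S6 pairs with mtr-MIR2678-p5, on chromosome 7.4 from 34391077 to 34400610, had 7.55, 0.88 and 0.17 FPKM in control replicates 1 to 3 and 9.13, 5.08 and 0.73 FPKM in Se replicates 1 to 3. The difference was 0.83 on the log2(FPKM + 1) scale, smaller than its spread between replicates of 1.41 (exact permutation test, two-sided, p = 0.5). With single libraries left out it ran from 0.24 to 1.68. All 7 loci with this description summed to 65.1 ± 27.3 FPKM (SD, n = 3) in the control and 60.5 ± 14.6 FPKM (SD, n = 3) under Se.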

The transcriptional level of chlorophyll synthase (*GHLG*), a major enzyme involved in Chl recycling throughout the turnover of Chl-binding proteins of the PSI and PSII, was predicted to be inhibited by mtr-MIR2678-p5PsbY, which plays a crucial role in ensuring the stable assembly and photo-protection of the oxygen-evolving complex protein cytochrome b559 within the PSII core complex (von Sydow et al., 2016). 

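The 6 PsbY loci together had 138.8 ± 24.6 FPKM (SD, n = 3) in the control and 152.3 ± 18.5 FPKM (SD, n = 3) under Se. The groups overlapped (exact permutation test, two-sided, p = 0.5), and the lowest adjusted p of a single copy was 0.9 in edgeR.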

PsbY expression may be regulated by lja-MIR171c-p3_2ss1AT17T to stabilize the PSII assembly and increase the photoreaction. Furthermore, it is plausible that miRNAs play a role in the process of plant carbon fixation within the Calvin cycle. 

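The gene that the target table describes with Rubisco is the large subunit methyltransferase, with 4 copies. Their summed FPKM was 38.2 ± 2.45 (SD, n = 3) in the control and 38.4 ± 8.67 (SD, n = 3) under Se, and the exact permutation test gave p = 0.9.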

The regulation of plant productivity through the control of Ribulose-1,5 bisphosphate carboxylase/oxygenase (*Rubisco*), a crucial enzyme and the initial stage in the Calvin cycle, was achieved by gma-mir172h-5p_ R-1 (Feng et al., 2020). Alfalfa’s carbon metabolism may also be controlled by miRNAs. Typically, the carbon dioxide that is assimilated via photosynthesis is initially stored as starch within the plant system. It was hypothesized that miRNAs played a role in the starch, sucrose, and TCA cycles, as evidenced by their targeting of genes associated with key enzymes such as starch synthase (*SS1*), beta-glucosidase (*BGLU*), sucrose synthase (*SUS*), trehalose-6-phosphate synthase (*TPS*), and aconitate hydratase (*ACO*). 

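Trehalose-phosphate synthase was the family of the 5 whose summed values did not overlap between the groups. Its 8 copies in Table S6 had 12.3 ± 3.44 FPKM (SD, n = 3) in the control and 7.12 ± 2.12 FPKM (SD, n = 3) under Se, a difference of -0.72 on the log2 scale (exact permutation test, two-sided, p = 0.1, the smallest possible). All 45 loci with that description differed by -0.15, or -0.064 without control replicate 1, and overlapped (exact permutation test, p = 0.3). Starch synthase 1, over 10 copies, had 133.5 ± 30.5 FPKM (SD, n = 3) against 165.3 ± 28.5 FPKM (SD, n = 3), and beta-glucosidase 44, over 4 copies, had 78.7 ± 5.96 FPKM (SD, n = 3) against 67.9 ± 10.3 FPKM (SD, n = 3). Sucrose synthase 5 had 285, 0 and 204 reads in the control libraries and 21, 0 and 21 under Se. The 4 aconitate hydratase copies of Table S6 had no read, and all 29 loci so described had 60.9 ± 18.2 FPKM (SD, n = 3) in the control and 68.1 ± 9.28 FPKM (SD, n = 3) under Se. The 4 families other than trehalose-phosphate synthase overlapped between the groups, with exact permutation p values from 0.2 to 0.5.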

Given alfalfa’s ability to accumulate significant amounts of protein in comparison to other plants, it may be necessary to decrease carbohydrate biosynthesis and redirect more substrates towards protein synthesis (Annicchiarico et al., 2015). The GS/GOGAT pathway is the primary mechanism by which ammonium is absorbed into the carbon skeleton of plant cells to form glutamate (Glu) before its subsequent utilization (Renault et al., 2010). Nitrogen is digested in plants via the activity of Glutamine Synthetase (*GS*), which acts as a building block for all nitrogen-containing compounds in the plant (Seabra et al., 2010). *GS* was predicted to be the target gene of mdm-miR482b_R-1_2ss11CG20TG. The nitrogen present in alfalfa is believed to be derived from the uptake of nitrate ( ${\text{NO}}_{3}^{-}$ ) through the high-affinity nitrate transporter 2.1 (NRT2.1). The gene PC-5p-124278_36 is potentially involved in the regulation of NRT2.1 gene expression. According to reports, NRT2.1 is a significant constituent of the High-Affinity Transport System (*HATS*). Under most conditions, *NRT2.1* is the main contributor to the *HATS* (O’Brien et al., 2016). The present investigation suggests that gra-mir8782-p3_2ss13tc17ct has the potential to target glutamate decarboxylase (*GAD*). *GAD* catalyzes the formation of Glu γ- aminobutyric acid (*GABA*). *GABA* is essential for plant nitrogen homeostasis and stress resistance. *GABA* accumulation enhanced the total amino acid content of Arabidopsis (Renault et al., 2010). 

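Of the 3 genes of nitrogen and amino acid metabolism summed over their copies, glutamine synthetase, NRT2.1 and glutamate decarboxylase, the 23 glutamine synthetase loci had the highest level, with a summed FPKM of 281.6 ± 58.6 (SD, n = 3) in the control and 343.3 ± 68.4 (SD, n = 3) under Se. The difference was smaller than the largest spread within a group (exact permutation test, two-sided, p = 0.3). The 8 NRT2.1 loci had no read in any library. The 4 glutamate decarboxylase copies of Table S6 had 0 reads in the control and 16, 4 and 0 reads in Se replicates 1, 2 and 3. All 19 glutamate decarboxylase loci summed to 68.9 ± 23.9 FPKM (SD, n = 3) in the control and 51.3 ± 8.45 FPKM (SD, n = 3) under Se, with overlapping groups (exact permutation test, p = 0.3). Over the whole Nitrogen metabolism pathway, the CPM summed to 11980 ± 500.4 (SD, n = 3) in the control and 15640 ± 2755 (SD, n = 3) under Se. There each Se library lay above each control library (exact permutation test, p = 0.1, the smallest possible), while the set test over its loci gave a camera p of 0.369.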

The present study suggests that miRNAs may exert a significant influence on Se response through modulation of gene expression levels associated with nitrogen, amino acid, and carbon metabolism, as evidenced by the aforementioned findings.

### 4.4 Involvement of miRNAs in Se biofortification of alfalfa by targeting DNA replication and repair processes

Previous research has mainly focused on examining the physiological impacts of Se on plants. Nevertheless, recent studies conducted on humans and animals have demonstrated that Se plays an essential role in the processes of DNA replication and repair. The inclusion of certain Se compounds in the diets of animals or humans in measured amounts has the potential to inhibit the formation of DNA adducts, as well as DNA or chromosomal breaks, and prevent chromosomal gain or loss (Ferguson et al., 2012). Furthermore, the administration of Se supplements may potentially reduce the occurrence of DNA adducts and chromosome breaks in studies of human malignancies, thereby mitigating the deleterious mutations that ultimately facilitate the development of cancer (Bera et al., 2013).

Recent research has indicated that the application of low concentrations of Na_2_SeO_3_ may enhance DNA replication and repair mechanisms, thereby stimulating maize growth (Dou et al., 2021). The present investigation aimed to examine the potential role of miRNAs induced by Se in regulating processes related to replication and repair. The KEGG analysis identified that a total of 39 and 69 mRNAs were enriched for downregulated and upregulated miRNAs, respectively, in the pathways of “Mismatch repair, DNA-templated (ko03430)”, “DNA replication (ko03030)”, “Nucleotide excision repair (ko03420)”, and “Homologous recombination (ko03440)”. 

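In the leaf libraries, the tested loci of these 4 pathways went both ways: 55% of those of DNA replication, 51.9% of Mismatch repair, 55.3% of Nucleotide excision repair and 48.6% of Homologous recombination were higher under Se. The median log2 fold change was 0.13 for DNA replication (109 loci), 0.02 for Mismatch repair (106 loci), 0.13 for Nucleotide excision repair (161 loci) and -0.02 for Homologous recombination (146 loci), and the camera p values were 0.32, 0.906, 0.262 and 0.96. The sign of each of the 4 medians turned when at least 1 single library was left out: without Se replicate 1 the first 3 were -0.093, -0.093 and -0.007, and without control replicate 2 that of Homologous recombination was 0.069. Most loci of these pathways were little expressed in leaves, since 109 of the 2057 loci annotated to DNA replication reached the mean FPKM needed for the test.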

The mini-chromosome maintenance protein (*MCM*) complex has been observed to function as DNA helicases during the process of DNA replication, thereby facilitating the opening up of the replication fork. This activity of the *MCM* complex serves as a licensing factor for DNA replication (Huang et al., 2019). *MCM6* was predicted to be the target gene of mtr-MIR2678-p3_1ss20CT in this investigation. *Dna*2 is a nuclease-helicase that is involved in Okazaki fragment processing, DNA end-resection during dsDNA break repair, and the resumption of DNA replication forks (*RFs*) that have become stalled (Appanah et al., 2020). In this study, it was hypothesized that mtr-MIR2678-p5 regulates the *Dna2* gene. Following the excision of the RNA primers, which is sealed by DNA ligase I, the Okazaki fragments generated during the synthesis of the lagging strand are joined by a DNA ligase, completing Okazaki fragment maturation (Becker et al., 2018). Apart from its involvement in the maturation of Okazaki fragments, *LIG1* also participates in the process of DNA repair (Chen et al., 2019). The fidelity of DNA replication is enhanced by the conserved DNA repair mechanism called mismatch repair (*MMR*), which corrects mispairs that occur during replication. This process involves genes such as *MLH1* and *MSH2* (Shell et al., 2007). *MLH1* was predicted to be the target gene of gra-MIR8782-p3_2ss13TC17CT. According to Recker’s findings, the regulator of telomere length helicase 1 (*RTEL1*) is essential for maintaining genomic integrity in plants (Recker et al., 2014). Furthermore, *RTEL1* was predicted to be the target gene of gra-MIR8782-p3_2ss13TC17CT. Based on the aforementioned results, it was hypothesized that the application of Se facilitated the growth of alfalfa by enhancing the processes of DNA replication and repair, thereby ensuring accurate DNA replication.

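In these leaf libraries, no locus of MCM6, DNA2 or RTEL1 reached the mean FPKM needed for the test. The MCM6 copy of Table S6 had no read, and all 15 loci described as MCM6 had 84, 0 and 122 reads in control replicates 1 to 3 and 43, 74 and 0 reads in Se replicates 1 to 3. DNA2 had 0.253 ± 0.0764 FPKM (SD, n = 3) in the control and 0.183 ± 0.105 FPKM (SD, n = 3) under Se. The 2 DNA ligase 1 copies of Table S6 had reads in control replicate 1 (25) and Se replicate 2 (7) only, and all 20 loci so described had 6.99 ± 2.75 FPKM (SD, n = 3) in the control and 3.49 ± 0.846 FPKM (SD, n = 3) under Se (exact permutation test, two-sided, p = 0.2). RTEL1 had 15, 11 and 0 reads in the control against 22, 0 and 0 under Se.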

### 4.5 Vital roles of key miRNAs in the lncRNA/circRNA–miRNA–mRNA network

Despite the existence of several studies on the prevalence of lncRNAs/circRNAs in plants, there is a lack of research on the molecular mechanisms that regulate the role of lncRNAs/circRNAs in alfalfa Se biofortification. Specifically, the impact of lncRNA/circRNA-mediated modules on the enhancement of alfalfa growth and quality during Se biofortification remains unexplored. To investigate their involvement in the regulation of ncRNAs during the process of Se biofortification in alfalfa, a total of 150 modules consisting of ncRNAs/circRNAs–miRNAs–mRNAs were identified under Se treatment, as depicted in **Figure 12**. qRT-PCR was used to confirm the accuracy of RNA-seq (**Figure 13**). LncRNAs and circRNAs, as novel regulatory factors, have a negative effect on the expression of miRNAs by acting as miRNA sponges, which then indirectly influences the expression of the genes that miRNAs target (Salmena et al., 2011; Paschoal et al., 2018).

In plants, signal transduction involves the generation of ROS via the activation of NADPH oxidases [Respiratory Burst Oxidase Homolog F (*RbohF*)]. *RbohF* is required for shoot sodium homeostasis in *Arabidopsis* under salt stress (Jiang et al., 2013). 

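The locus MSTRG.100041, on chromosome 5.3 from 56577735 to 56581381, holds 6 transcripts, and the deposited values are for the locus. It had 655, 411 and 964 reads in control replicates 1 to 3 and 251, 85 and 161 reads in Se replicates 1 to 3. Its FPKM was 8.60 ± 1.33 (SD, n = 3) in the control and 2.47 ± 1.72 (SD, n = 3) under Se, a log2 fold change of -1.78 (standard error 0.597, adjusted p = 0.882 over all loci and 0.0373 adjusted over the list alone, from edgeR). Every Se library lay below every control library, and with single libraries left out the log2 fold change ran from -2.34 to -1.37. The RbohF copy of Table S9, MSTRG.149981 on chromosome 8.3 from 15199096 to 15204689, had 0 reads in each control library and 0, 63 and 55 reads in Se replicates 1, 2 and 3, at least 12.1-fold higher under Se, or 8.02-fold without Se replicate 3, and it was too low to be tested. The annotation describes this copy as a respiratory burst oxidase-like protein and does not name RbohF. The 3 loci with that description together had 2.56 ± 0.534 FPKM (SD, n = 3) in the control and 2.13 ± 0.410 FPKM (SD, n = 3) under Se, with overlapping groups (exact permutation test, two-sided, p = 0.4).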

The upregulation of lncRNA MSTRG.100041.2 resulted in the inhibition of gra-MIR8782-p3_2ss13TC17CT, consequently leading to the enhancement of *RbohF* expression. The observed phenomenon facilitated the development of resistance in alfalfa under the influence of Se treatment. The activation of enzymes involved in the AsA-GSH cycle and ROS-MG detoxification by Se-supplementation resulted in the reduction of ROS, MDA, and methylglyoxal (MG) levels in *Brassica napus* (Ulhassan et al., 2019). Glyoxalase II (hydroxyacylglutathione hydrolase 2, *GLX2*) is a crucial enzyme in the glyoxalase pathway, which is necessary for plant antioxidation. Similarly, the increased expression of ciRNA13 in alfalfa indirectly stimulated the expression of the downstream gene *GLX2*. 

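GLX2, described in the table as hydroxyacylglutathione hydrolase 2, has 6 copies among the targets the paper lists. Their summed FPKM was 6.52, 24.1 and 3.30 in control replicates 1 to 3 and 25.4, 27.4 and 31.1 in Se replicates 1 to 3. The difference was 1.63 on the log2(FPKM + 1) scale and the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). Control replicate 2 lay close to the Se libraries, and without it the difference was 2.34, while without control replicate 3 it was 1.07. All 9 loci with this description had 23.1 ± 13.5 FPKM (SD, n = 3) in the control and 45.6 ± 6.64 FPKM (SD, n = 3) under Se, a difference of 1.097 on the same scale that was 0.69 without control replicate 3. For the 2 copies in the network, MSTRG.36123 and MSTRG.31856, the log2 fold changes were 1.5 (standard error 0.906, adjusted p = 0.936 from edgeR) and 1.56 (standard error 1.704, adjusted p = 1 from edgeR).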

The ciRNA13-mtr-MIR2678-p5 modules were found to induce activation of the glyoxalase pathway and enhance antioxidant activity in alfalfa. The antioxidant capacity of alfalfa was found to be improved under Se treatment, as evidenced by the increased GSH contents and GSH-PX activities, as illustrated in **Figure 3**. Proteostasis is a crucial element in ensuring optimal cellular performance, as it involves the precise regulation of various processes such as protein synthesis, folding, assembly, trafficking, and degradation. The protein denoted as Heat shock protein 70 (*Hsp70*) plays a pivotal role in the processes of protein folding, disintegration, and degradation. It was discovered that the lncRNA MSTRG.92275.3 could perform the function of a miRNA sponge by binding mtr-miR396a-5p. This enabled it to regulate the expression of *HSP70* at the same time. 

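MSTRG.92275 lies on chromosome 5.1 from 76200617 to 76206153, holds 3 transcripts and is described in the table as an ATP-dependent RNA helicase, so its counts join the lncRNA with the other transcripts of the locus. It had 88, 177 and 309 reads in control replicates 1 to 3 and 298, 468 and 370 reads in Se replicates 1 to 3. Its FPKM was 1.72 ± 0.928 (SD, n = 3) in the control and 3.40 ± 0.0231 (SD, n = 3) under Se, a log2 fold change of 0.98 (standard error 0.573, adjusted p = 0.912 over all loci and 0.131 adjusted over the list alone, from edgeR). After normalization every Se library lay above every control library, and with single libraries left out the log2 fold change ran from 0.60, without control replicate 1, to 1.30, without control replicate 2. For the lncRNA transcript alone, the paper's Table S4 gives 0.0001 FPKM in each control library and 5.76, 9.50 and 0.0001 FPKM in Se replicates 1 to 3.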

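HSP70 was summed in 3 ways. The 2 copies that Table S9 pairs with mtr-miR396a-5p, MSTRG.138899 and MSTRG.154270, had 20.0 ± 13.3 FPKM (SD, n = 3) in the control and 2.29 ± 1.45 FPKM (SD, n = 3) under Se, a difference of -2.51 on the log2(FPKM + 1) scale. Both are described as a hypothetical protein and were taken as HSP70 by their KEGG orthologue only. MSTRG.138899 (chromosome 8.1, from 2911012 to 2912967) had a log2 fold change of -2.94 (standard error 0.699, adjusted p = 0.743 from edgeR). All 350 loci described as HSP70, 126 of them with reads, had 584.8 ± 39.3 FPKM (SD, n = 3) in the control and 366.7 ± 96 FPKM (SD, n = 3) under Se, a difference of -0.71, and the single copy with the highest level differed by -0.18. The 531 loci of the KEGG orthologue for HSP70 had 746.6 ± 26.1 FPKM (SD, n = 3) and 516.2 ± 60.7 FPKM (SD, n = 3), a difference of -0.54. In each of the 3 sums every Se library lay below every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).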

The *HSP40*, *HSP60*, and *HSP70* chaperone families were found to be among the most repressed, with *HSP70s* exhibiting the greatest degree of suppression overall (Fernández-Fernández et al., 2017). Thus, it can be concluded that the elevated expression of lncRNA MSTRG.92275.3 in alfalfa is associated with increased protein content via the MSTRG.92275.3-mtr-miR396a-5p-HSP70 modules. This factor has been shown to have a positive impact on the high quality of alfalfa (**Figure 4**).

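The protein content and the miRNA level of this module were not analysed here. For its RNA partners, the MSTRG.92275 locus was higher in each Se library by an amount that edgeR's test did not separate from the spread between replicates, and the HSP70 sums were lower in each Se library. The paper proposes that the lncRNA of this locus binds mtr-miR396a-5p as a sponge and so regulates HSP70, which it describes as acting in protein folding and degradation, and it cites earlier work in which HSP70s showed the strongest suppression among chaperone families. From these points and the elevated level of the lncRNA, the paper concludes that the lncRNA is associated with a higher protein content in alfalfa. The paper does not state in which direction HSP70 moves in this module. Release of target mRNA by a sponge, as the paper describes it in general, would raise HSP70. The lower HSP70 sums run against that direction.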

The findings indicate that the modulation of signal transduction, glyoxalase pathway, and proteostasis by lncRNA/circRNA–miRNA–mRNA modules results in an improved antioxidant capacity and increased protein content in alfalfa. The activity of these modules explains why treatment with Se is beneficial to the growth of high-quality alfalfa.

## 5 Conclusion

A schematic diagram was drawn to illustrate the effects of Se (IV) on agronomy, quality, physiology, anatomy, and RNA-Seq (**Figure 14**). Se treatment effectively increased Se content, biomass accumulation, and protein levels in alfalfa. The increased antioxidant capacity aided in the maintenance of low ROS levels, hence promoting alfalfa stress resistance and intracellular environment stability. The increase in photosynthesis contributed to the biomass accumulation in alfalfa. DE-miRNA expression levels and their targets also contribute to the biomass accumulation and growth of high-quality alfalfa by influencing transcription factors, DNA replication and repair mechanisms, photosynthesis, carbohydrate metabolism, and protein processing. The findings of this investigation indicate that the activity of lncRNA/circRNA–miRNA–mRNA modules contributes to the enhancement of antioxidant capacity and protein content in alfalfa, which is achieved through the modulation of signal transduction, the glyoxalase pathway, and proteostasis. Collectively, these regulatory mechanisms facilitate the enhancement of hay yield, protein content, and RFV in alfalfa. The findings could be a useful resource for future research into the processes through which Se regulates plant development, biomass accumulation, and stress responses.

**Figure 14:**
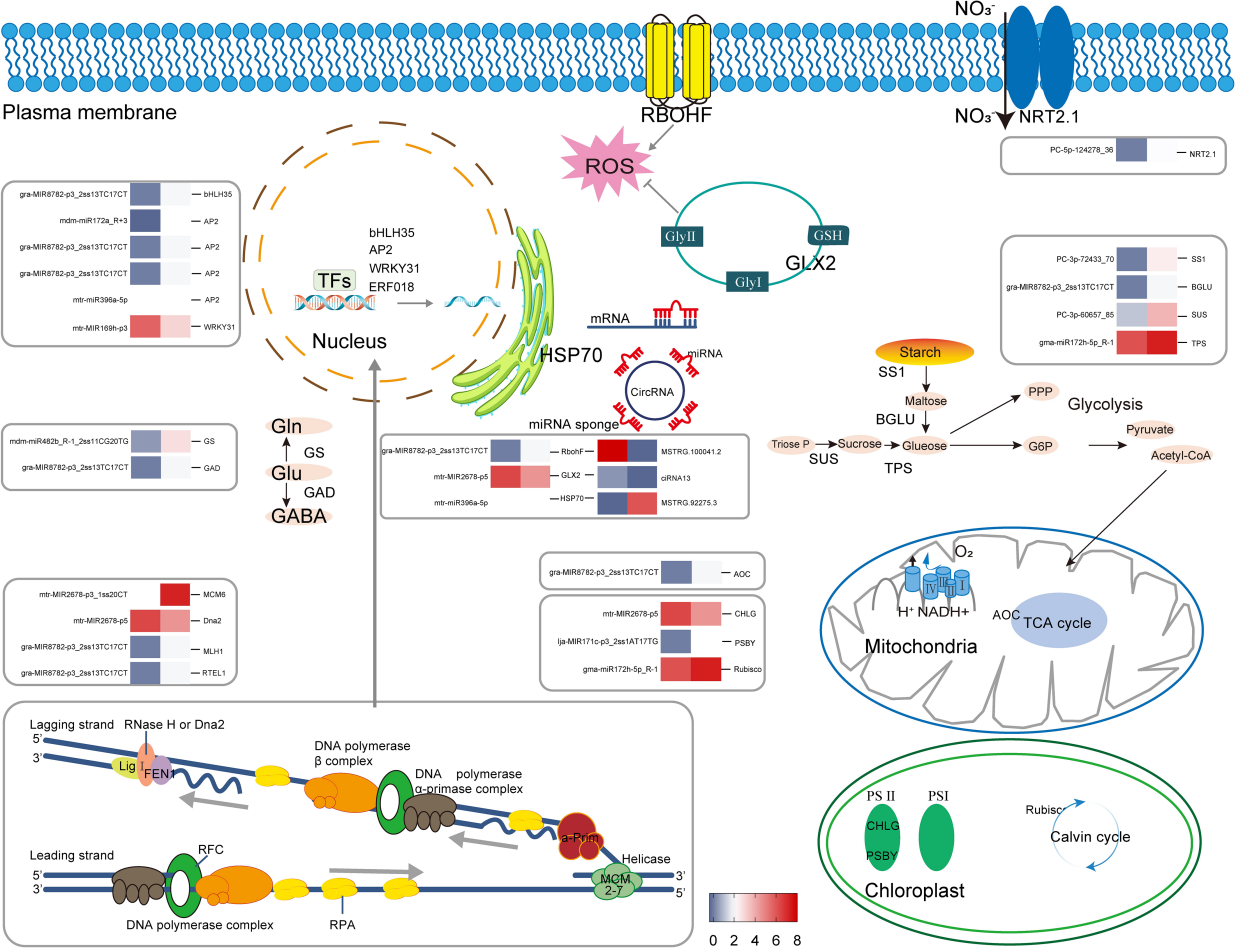
Precise regulation of gene expression by non-coding RNAs in alfalfa under Se fortification. Gene expression was log_2_ transformed.

## Data availability statement

RNA-seq data are available at the NCBI SRA database (https://www.ncbi.nlm.nih.gov/geolquery/acc.cgi?acc=GSE192349) underaccession number GSE192349.

## Author contributions

QW and JH designed the experiments. TL, YL, and HH performed the qPCR verification. QW and JH carried out the experiment and analyzed the data. QW and JH wrote the manuscript. YS revised the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

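Long RNA was sequenced from alfalfa leaves of 3 control samples and 3 samples sprayed with selenite, 100 mg/kg in 3 sprays by the paper, and samples were assigned to groups by their labels, which match the paper's library names. The paper describes removal of ribosomal RNA before library preparation, while the sample labels describe selection of polyadenylated RNA; which of these was used is not settled, and transcripts without a poly(A) tail would be fewer under the second. The small RNA and circular RNA values, the physiological measurements and the qRT-PCR values were not analysed here. The values of some genes the paper names are not reported here.

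The authors filtered the reads, mapped them with Bowtie2 and Hisat2, as the paper names them, to the allele-aware tetraploid alfalfa assembly, assembled transcripts with StringTie and deposited, for each of 249087 loci, an FPKM value per library given to 2 decimals. The same deposited table holds whole-number counts per locus, not normalized; the paper's text does not name the tool that wrote these counts, or the versions of Bowtie2, Hisat2, StringTie and edgeR. Of the loci, 160223 carry a description and none has a blank identifier. Coordinates and gene descriptions are those of the deposited table; a gene table of another alfalfa assembly was not used here.

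The tests had been planned for FPKM values with limma, before the data were examined. Because the table also holds counts, edgeR's quasi-likelihood test on the counts was used instead, with the same filter (a mean FPKM of at least 1 over the 6 libraries, 66358 loci), TMM normalization, a trended dispersion and Benjamini-Hochberg adjustment. limma on log2(FPKM + 1), the planned test, became an alternative, and the planned pseudocount of 0.1 and the planned quantile normalization exist only within that fit. The other alternatives planned were a mean FPKM of at least 0.1 or 5, no filter, median-ratio scaling, no trend, the replicate number as a block, each library left out in turn, camera with an estimated correlation, fry, and for protein families the copy with the highest level alone. DESeq2 and the sum over the copies of a gene were added after the data were seen. A copy unit was taken as the loci with the same description on the same chromosome number, with between 2 and 8 members, which gave 13559 units. DESeq2 gave no adjusted p for 4801 loci. The quasi-likelihood test returns no standard error. Those printed are the absolute log2 fold change divided by the square root of the test's F statistic, and are approximate.

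Sets of loci (the 31 mRNAs of Table S9 by the direction of their miRNA, 12 KEGG pathways from the table's annotation and 11 sets defined by words in the descriptions) were compared with the other tested loci by camera with a preset correlation of 0.01, two-sided. For proteins with several copies the FPKM was summed over the copies per library and the groups were compared on log2(sum + 1) by an exact permutation test, two-sided, for which 3 libraries against 3 cannot give a p under 0.1. Tables S4 and S6 were at hand only in part and entered no set test.

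The loci named in the text were chosen by a rule fixed beforehand: the copies that Tables S6 or S9 pair with a miRNA for each protein the paper names, the MSTRG loci the paper names, and the 5 loci with the largest rise and the 5 with the largest fall among those meeting the paper's criterion, since none passed the adjusted threshold, whose groups do not overlap. A fold change against a group with no more than 3 counts in any library is given as a lower limit.

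Total counts ranged from 15197275 to 29495763 per library, and 3 counts, the detection floor, correspond to between 0.106 and 0.206 CPM. TMM factors ranged from 0.886 to 1.07. Floors and counts cover counting error only, since the reads carry no molecular identifiers. The fit was tested on simulated data: counts were drawn for the 66358 loci from the real means and library sizes, with 200 loci changed. At a dispersion of 0.1, edgeR recovered 142 of the 200 at a 4-fold change and 195 at a 16-fold change, with 5 false calls each. At the dispersions estimated from the libraries it recovered 0 of the 200 at either change.

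R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used.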

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

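The tests of low read numbers and of other splits of the libraries were chosen after the pattern below had been seen; the other tests were set once the pattern was known but before their own values were.

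In 654 loci with at least 60 reads in all, each of the 3 Se libraries had reads and the 3 control libraries had none. Of these, 209 are loci of DElncRNAs in Table S4 and 4 are mRNAs of Table S9 or of the shortened copy of Table S6; 441 are in none of these lists. The part of Table S6 not at hand and the host genes of circRNAs in Table S5 were not compared, so some of the 441 can be among the loci the paper lists. In the other direction, 651 loci had reads in the 3 control libraries only, 440 of them outside the lists. At an adjusted p under 0.05 in edgeR there were 0 of either kind.

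The 5 loci with the largest rise are all of the first kind. MSTRG.69946 is among the DElncRNAs, and the other 4 are outside the lists. MSTRG.154267 (chromosome 8.4, translation initiation factor IF3-4) had 480, 764 and 645 reads in Se replicates 1 to 3 and was at least 206-fold higher. MSTRG.92085 (chromosome 5.1, uncharacterized) was at least 161-fold higher, MSTRG.6652 (chromosome 1.1, without a description) at least 158-fold and MSTRG.123896 (chromosome 7.2, mediator subunit 14) at least 152-fold. By edgeR the adjusted p of each of the 5 was 0.367. The loci with the largest falls had no read in any Se library. Beside the lncRNA locus on contig 15132, MSTRG.57777 was at least 421-fold lower, MSTRG.84614 (a class I heat shock protein) at least 194-fold and MSTRG.58399 (triose phosphate translocator) at least 157-fold. MSTRG.57777 had 5, 1150 and 2799 reads in control replicates 1 to 3 and MSTRG.84614 had 23, 454 and 1418, and without control replicate 3 their limits were 280-fold and 113-fold. In the remaining one, on contig 41154, control replicate 1 held 1680 of the reads, and without that library the locus was at least 43.1-fold lower.

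Too few reads cannot account for this pattern as a whole, since 442 of the 1305 loci of both kinds had at least 20 reads in each of the 3 libraries that had them. Reads moving between copies of one gene would lower the other copies where one copy appears. The opposite was seen: the median log2 change of the other copies was 0.14 beside 109 loci found under Se only and -0.11 beside 129 found in the control only, a difference of 0.25 (permutation test, two-sided, p = 0.008).

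Genetic differences between the plants of the groups remain a candidate explanation for a part of the loci. If stretches of chromosome were carried by one group only, neighbouring loci should share the pattern. Of 1247 such loci with a neighbour with reads 10 to 200 kb away, 32 (2.57%) shared it with that neighbour, 3.46 times the mean of 9.24 after shuffling (permutation test, one-sided, p = 0.001, the smallest that 1000 shuffles can give). The excess is not particular to the treatment: under the other splits of the libraries, between 1.18% and 3.26% of such loci shared their pattern with a neighbour, a comparison made after the excess had been seen. Neighbours that are pieces of one transcription unit would give an excess too, which was not tested.

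Of the 10 splits of the 6 libraries into 3 and 3, 2 parted as many loci in this way: the real one with 1305, and the split of control replicate 1 and Se replicates 2 and 3 from the rest with 1350. An effect of selenite and a difference between the sampled plants therefore cannot be told apart by this count, and an effect of selenite stays open as an untested explanation.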

How the results depend on the processing

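Alternatives were set before the data were examined, except DESeq2 and the sum over the copies of a gene, which were added after seeing the data. limma on log2(FPKM + 1) was the planned test; it became an alternative only once the table was seen to hold counts, for which edgeR was used. The pseudocount of 0.1 and quantile normalization were run within the limma fit.

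By the paper's criterion, 3518 loci differed. The count was 7158 with a mean FPKM of at least 0.1, 779 with a mean FPKM of at least 5 and 8047 without a filter, where 140964, 13812 and 158013 loci were tested in place of 66358. It was 5297 with DESeq2, with 3475 loci shared; the cause was not tested. Median-ratio scaling (3526), no trend (3613), limma (5184), the pseudocount of 0.1 (4760), quantile normalization (5267) and summed copies (3108) stayed within 1.5 times. Across the 6 fits that each left out one library it ran from 2584, without Se replicate 2, to 4484, without control replicate 1. The share of higher loci, 49.1%, ran from 40.3% to 60.6% across these fits.

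At an adjusted p under 0.05 edgeR gave 0 loci, with 3605 at an unadjusted p under 0.05. The count was 1 with a mean FPKM of at least 0.1, 50 without a filter, 47 with limma (the planned test), 12 with the pseudocount of 0.1, 50 with quantile normalization and 1274 with DESeq2, and 0 in each fit that left out one library. The cause was not tested.

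The labels number the replicates 1 to 3 in both groups. Deviations of same-numbered libraries from their group means correlated at -0.027, 0.024 and -0.037, so the numbers do not pair the samples. With the replicate number as a block, 2022 loci met the criterion, 0 passed adjustment (2029 at an unadjusted p under 0.05), 2 sets defined by description words passed in place of 1, and the medians of Mismatch repair and of glutathione S-transferases were -0.017 each.

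Of the 7 lncRNA loci named, 6 met the criterion, counted in either direction. Without the trend 3 did, and from 3, without control replicate 3 or Se replicate 3, to 5 did across the 6 fits that each left out one library. The 10 loci with the largest changes met it under each alternative run on them, except that 9 did with a mean FPKM of at least 5, where fewer were tested. The 16 named loci kept their direction under each of these alternatives, and 37 of their 253 values passed the adjusted threshold, which none did with edgeR at a mean FPKM of at least 1. Of the 37, 12 were with DESeq2, 8 with edgeR without a filter, 1 with edgeR at a mean FPKM of at least 0.1, and the rest within the limma fits.

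The mRNAs of miRNAs higher under Se had a median log2 fold change of 6.61 (camera p of 2.52e-05). It was 3.59 (p of 0.104) with a mean FPKM of at least 0.1, 0.499 (p of 0.446) at 5, 3.591 (p of 0.0936) without a filter and 0.058 (p of 0.812) with copies summed. Those of miRNAs lower under Se had a median of 1.5 (p of 0.999), against 2.298 (p of 0.0175) with a mean FPKM of at least 0.1 and 2.299 (p of 0.0124) without a filter, and 0.098 (p of 0.951) with copies summed. The filter changes which of these mRNAs are tested: 5 and 7 at a mean FPKM of at least 1, 18 and 11 at 0.1 or without a filter, and 1 and 4 at 5.

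No KEGG pathway of the 12 passed adjustment, with 1 at an unadjusted camera p under 0.05. From 0 to 1 passed with one library left out, Photosynthesis without control replicate 2 or Se replicate 1. Of the sets defined by description words 1 passed, and the number was 2 with a mean FPKM of at least 0.1 or 5, 0 with the correlation estimated from the data, 0 under fry and from 1 to 3 with one library left out, 3 without control replicate 3 or Se replicate 1. The cause was not tested.

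Medians near 0 changed sign. Homologous recombination was at 0.017 with a mean FPKM of at least 0.1 and 0.028 with copies summed, and Cysteine and methionine metabolism at 0.003 with copies summed. With a mean FPKM of at least 5, DNA replication was at -0.071 and Mismatch repair at -0.029; the latter was at -0.004 with limma and -0.019 with the pseudocount of 0.1. Glutathione S-transferases were at -0.021, -0.001, -0.04 and -0.005 with a mean FPKM of at least 0.1, limma, the pseudocount of 0.1 and copies summed. With one library left out, the medians ran from -0.018 to 0.384 for Photosynthesis, -0.061 to 0.017 for Cysteine and methionine metabolism, -0.093 to 0.258 for DNA replication, -0.093 to 0.125 for Mismatch repair, -0.007 to 0.182 for Nucleotide excision repair, -0.075 to 0.069 for Homologous recombination, -0.061 to 0.181 for glutathione S-transferases, -0.073 to 0.364 for ribosomal proteins, -0.008 to 0.257 for sulfur assimilation enzymes and -0.087 to 0.362 for photosystem proteins. The cause was not tested.

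Of 430 values of single families, 20 moved by more than the spread between replicates, 13 with the pseudocount of 0.1 and 7 with the highest copy alone. Depth limits the low loci: in 84.3% of the DElncRNAs alone in their locus, one group was at or under the floor, and only a lower limit of the change can be given.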

Differences from the paper's values

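The paper gives 288 target mRNAs of the DEmiRNAs, while the copy of Table S6 at hand, 1999 of its 2816 lines, names 1947 different mRNAs. The paper gives 112230 lncRNAs, while Table S4 has 64684 lines. The paper describes the first as mRNAs predicted to be DEmiRNA targets and the second as the lncRNAs obtained. Why its tables hold other numbers is not known. The paper's 2 numbers concern the study's own tables and come from no test run here. None of the alternatives set before the data were examined therefore bears on them or closed the gap.

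The paper describes a lncRNA of the locus MSTRG.100041 as upregulated. The deposited values cover the locus with its 6 transcripts, which had a log2 fold change of -1.78, and from -2.34 to -1.37 with single libraries left out. For the transcript itself, the paper's Table S4 also gives a lower level under Se, with 7.66, 6.27 and 7.19 FPKM in control replicates 1 to 3 and 0.0001 FPKM in each Se library. The paper describes the miRNA of this module as inhibited, while its Table S3 gives 0 reads in each control library and 4.5, 2.5 and 4 reads in Se replicates 1 to 3. It describes the circRNA of the GLX2 module as increased, while its Table S5 gives 1 read in control replicate 1 and 0 reads in the other libraries. The small and circular RNA values are the paper's and were not analysed here. The paper describes RbohF as enhanced. The copy in its network was at least 12.1-fold higher (8.02-fold without Se replicate 3), with reads in Se replicates 2 and 3 only. The 3 loci that share the description of this copy, which does not name RbohF, together had 2.56 FPKM in the control and 2.13 FPKM under Se.

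The paper describes the repeats of each group as grouping together in the DElncRNAs, which they did. Over all 66358 tested loci, control replicate 1 clustered with the 3 Se libraries. The paper places MS.gene067454 under bHLH35, and the deposited annotation describes it as bHLH25. For its HSP70 module the paper states no direction of HSP70. A sponge that releases its target would raise HSP70, while the HSP70 sums were lower under Se.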

Other observations

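The tests of other splits on the counts of loci were chosen after those counts had been seen; the tests on heat shock proteins and on the similarity of replicates were set once those patterns were known but before their own values were.

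The 6 libraries were split in each of the 10 ways into 3 and 3, and edgeR's test was run on each. The real split gave the most loci by the paper's criterion, 3518, so 1 of the 10 splits reached that number. The next gave 3453, with control replicate 1 and Se replicates 2 and 3 set against the rest, and the other 8 gave from 1360 to 2774. At an adjusted p under 0.05, all 10 splits gave 0 loci, against 3605 at an unadjusted p under 0.05 in the real one; no split can fall below a count of 0, so this comparison decides nothing. Groups did not overlap in 8394 of the tested loci (12.6%), where chance gives 10%. In counts simulated with the dispersions estimated from these libraries and 200 loci changed 4-fold or 16-fold, 3596 and 3426 of the loci left unchanged met the paper's criterion. A count of this size is therefore consistent with few changed loci, and with 10 splits the treatment and the grouping of the plants cannot be told apart by it.

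For the network mRNAs paired with miRNAs higher under Se, 1 of the 10 splits gave a camera p as small as the real one. The study had chosen the network mRNAs on these libraries by the real grouping, which favours the real split, so this rank decides nothing either. For those paired with miRNAs lower under Se, 10 of the 10 did, the real p being 0.999. No KEGG pathway passed adjustment in the real split. Any split reaches a count of 0, so that 10 of the 10 gave as many decides nothing; 4 of the other splits gave 1. For the sets defined by description words, 9 of the 10 splits gave at least the 1 set of the real split, so camera with the preset correlation also called sets in splits that do not follow the treatment.

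Heat shock proteins were the set that passed. Over 94 tested loci the median log2 fold change was -0.96, 22.3% of the loci were higher under Se, and the adjusted camera p was 1.91e-09. Over the alternatives the adjusted p ranged from 8.08e-12, with copies summed, to 0.308, with the correlation estimated from the data, and it was 0.19 under fry; under these last alternatives the call did not hold. The summed CPM of all 459 loci of the set were 1905, 2167 and 2507 in control replicates 1 to 3 and 1308, 1551 and 1079 in Se replicates 1 to 3, lower in 3 of 3 Se libraries (exact permutation test, two-sided, p = 0.1, the smallest possible). Of the 10 splits, 1 gave a camera p as small, though 2 of the other splits gave 2.34e-07 and 3.16e-06, and the set was singled out because it passed in the real split. A few loci taking most of the reads is argued against: without the 5 loci with most reads, which held 37% of them, the difference was -0.8 on the log2 scale and the groups stayed apart. Lower chaperone transcripts under selenite, and a difference in temperature or time at sampling, stay open and were not tested.

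Selenium-binding and selenocysteine enzymes had a median of 1.20 over 6 loci, all 6 higher under Se, with an adjusted camera p of 0.0612. The median was 0.645 without control replicate 2 and 0.669 without Se replicate 2. Over the alternatives the adjusted p ranged from 0.0164, without Se replicate 1, to 0.388, with copies summed; it was also 0.0193 without control replicate 3, 0.0354 with a mean FPKM of at least 0.1 and 0.0416 with the replicate block.

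None of the other 9 sets passed, with 0 at an unadjusted camera p under 0.05. Medians and adjusted camera p were 0.19 and 0.677 for sulfate transporters, 0.09 and 0.366 for sulfur assimilation enzymes, 0.09 and 0.518 for glutathione peroxidases, 0.08 and 0.716 for glutathione S-transferases, -0.305 and 0.343 for glutathione synthesis and reduction, and 0.34 and 0.343 for antioxidant enzymes. They were 0.14 and 0.207 for photosystem and light-harvesting proteins, 0.11 and 0.366 for ribosomal proteins, and -0.28 and 0.207 for pathogenesis-related and defence proteins. Single settings decided some calls: photosystem proteins had an adjusted p of 0.00733 without control replicate 2 and 0.0091 without Se replicate 1, ribosomal proteins 0.00286 without control replicate 3, and pathogenesis-related proteins 0.019 with a mean FPKM of at least 5. Single libraries also moved the medians. That of sulfate transporters ran from 0.048, without Se replicate 3, to 0.46, without Se replicate 1, that of glutathione synthesis and reduction from -0.645, without Se replicate 1, to -0.074, without Se replicate 2, and that of glutathione peroxidases from 0.035, without Se replicate 3, to 0.239, without Se replicate 1. It was 0.076 for antioxidant enzymes without Se replicate 3 and -0.167 for pathogenesis-related proteins without control replicate 2. The sign changed for photosystem proteins (-0.087) and sulfur assimilation enzymes (-0.008) without Se replicate 3, for ribosomal proteins without Se replicate 1 (-0.073) or control replicate 2 (-0.03), and for glutathione S-transferases without control replicate 3 or any 1 Se replicate, to -0.061 at the lowest, without Se replicate 2.

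The low similarity of replicate libraries was tested against the division of reads over near-identical copies. If that were the cause, summing the copies of a gene should lower the dispersion more than summing unrelated loci of similar counts. The dispersion was 0.999 for single copies and 0.356 for summed copies, but between 0.311 and 0.324 in 20 draws of unrelated loci, so that summed copies had 1.12 times the median of the draws. The larger drop that the division of reads over copies predicts was thus not seen. The test cannot exclude that division, since variation shared by the copies of a gene would raise their summed dispersion and could hide the drop. Differences between the plants of single libraries stay open as an untested explanation.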
